# Reversible cardiac disease features in an inducible CUG repeat RNA–expressing mouse model of myotonic dystrophy

**DOI:** 10.1172/jci.insight.143465

**Published:** 2021-03-08

**Authors:** Ashish N. Rao, Hannah M. Campbell, Xiangnan Guan, Tarah A. Word, Xander H.T. Wehrens, Zheng Xia, Thomas A. Cooper

**Keywords:** Cardiology, Cell Biology, Arrhythmias, RNA processing

## Abstract

Myotonic dystrophy type 1 (DM1) is caused by a CTG repeat expansion in the *DMPK* gene. Expression of pathogenic expanded CUG repeat (CUGexp) RNA causes multisystemic disease by perturbing the functions of RNA-binding proteins, resulting in expression of fetal protein isoforms in adult tissues. Cardiac involvement affects 50% of individuals with DM1 and causes 25% of disease-related deaths. We developed a transgenic mouse model for tetracycline-inducible and heart-specific expression of human *DMPK* mRNA containing 960 CUG repeats. CUGexp RNA is expressed in atria and ventricles and induced mice exhibit electrophysiological and molecular features of DM1 disease, including cardiac conduction delays, supraventricular arrhythmias, nuclear RNA foci with Muscleblind protein colocalization, and alternative splicing defects. Importantly, these phenotypes were rescued upon loss of CUGexp RNA expression. Transcriptome analysis revealed gene expression and alternative splicing changes in ion transport genes that are associated with inherited cardiac conduction diseases, including a subset of genes involved in calcium handling. Consistent with RNA-Seq results, calcium-handling defects were identified in atrial cardiomyocytes isolated from mice expressing CUGexp RNA. These results identify potential tissue-specific mechanisms contributing to cardiac pathogenesis in DM1 and demonstrate the utility of reversible phenotypes in our model to facilitate development of targeted therapeutic approaches.

## Introduction

Myotonic dystrophy type 1 (DM1) is the most common form of adult-onset muscular dystrophy characterized by multisystemic manifestations affecting skeletal muscle, cardiac, central nervous system, and gastrointestinal tissues (1). DM1 is an autosomal dominant disease caused by a CTG trinucleotide repeat expansion in the 3′ untranslated region of the *DMPK* gene (2, 3). The gain-of-function expanded CUG repeat (CUGexp) RNA transcribed from the mutated allele is well established as the pathogenic basis for DM1 (4). CUGexp RNA transcripts retained in the nuclei in the form of foci (5, 6) disrupt the activities of the RNA-binding proteins Muscleblind-like (MBNL) (7, 8) and CUGBP, Elav-like family member (CELF) (9, 10), thereby perturbing various aspects of posttranscriptional gene regulation. The best-characterized effects are the disruption of developmentally regulated alternative splicing and polyadenylation programs (11–15).

Cardiac involvement is a prominent feature of DM1 and is the second leading cause of mortality in affected individuals, following respiratory insufficiency due to skeletal muscle wasting (16, 17). In various population studies in patients with adult-onset DM1, cardiac manifestations have been noted in patient groups with a median age of 40 years (18, 19). Recent reports have also described cardiac disease features in children with congenital DM1 (20, 21). The cardiac manifestations in DM1 are multifaceted and primarily consist of conduction delays and both supraventricular and ventricular arrhythmias. Conduction delays include prolongation of the PR interval, QRS complex, and QT interval (22–24). Individuals with DM1 exhibit a variety of arrhythmias, the more common of which are those of supraventricular origin, consisting of sinus node dysfunction, atrial flutter, atrial fibrillation, and supraventricular tachycardia (17, 22, 25). Additionally, affected individuals present with ventricular arrhythmias such as premature ventricular contractions and ventricular tachycardia (24). Histological examination of DM1 heart samples showed fibrosis and fatty infiltration within the conduction system as well as myocyte hypertrophy (26, 27). Additionally, diffuse interstitial fibrosis in the myocardium is also observed (28). Apart from the more common effects on cardiac conduction, a small proportion of affected individuals also exhibit left ventricular hypertrophy, dilatation, and systolic dysfunction (29, 30).

The tissue-specific molecular mechanisms contributing to the complex cardiac phenotypes in DM1 are not well understood. Additionally, there have been a limited number of studies focused on the development of therapeutic strategies for targeting of CUGexp RNA in heart for treatment of cardiac DM1 disease features. Animal models have proven to be an excellent resource for interrogating various aspects of DM1 disease pathology. Mice engineered to model DM1-associated MBNL loss of function by a combined *Mbnl1* and *Mbnl2* knockout (31) or CELF1 gain of function by transgenic overexpression of human CELF1 protein (32) recapitulated several cardiac molecular and physiological disease features. Previously, CUGexp RNA–expressing mouse models of differing repeat lengths have displayed a variable range of DM1-like phenotypes. The CTG_5_ and CTG_200_ models display alternative splicing changes, PR prolongation, and atrioventricular blocks (33, 34). The LC15 model expressing 200 CUG repeats exhibited prolongation of QRS and corrected QT (QTc) intervals and increased susceptibility to ventricular arrhythmias in response to flecainide (class Ic antiarrhythmic agent) administration (35). The EpA960 model (currently unavailable due to extinguished transgene expression) based on Cre-mediated recombination to express 960 interrupted CUG repeats displayed severe cardiac conduction phenotypes and alternative splicing changes in the heart (36). The DMSXL model expressing more than 1000 CUG repeats from a BAC containing an expanded human *DMPK* gene showed weak splicing changes and cardiac conduction abnormalities in aged mice in response to flecainide administration (37).

In this study, we developed a heart-specific mouse model of DM1 based on tetracycline-inducible expression of RNA containing 960 interrupted CUG repeats in the context of human DMPK exons 11–15. Expression of pathogenic CUGexp RNA reproduces many of the cardiac conduction defects and propensity for atrial arrhythmias as observed in individuals affected by DM1. The mice also show MBNL1 and MBNL2 protein colocalization with CUGexp RNA foci and robust splicing defects characteristic of DM1 cardiac tissue. Importantly, the observed electrophysiological, cellular, and molecular phenotypes are reversible upon turning off expression of CUGexp RNA. By RNA-Seq analysis we identified several gene expression and alternative splicing changes in genes associated with the regulation of ion transport in atria and ventricles, which could be associated with phenotypic disease-relevant manifestations. Isolated atrial cardiomyocytes from repeat expressing mice showed calcium-handling defects suggesting a potential mechanism contributing to atrial arrhythmogenesis.

## Results

### Inducible and reversible expression of CUGexp RNA in atrial and ventricular cardiomyocytes.

We developed a mouse model that uses a bitransgenic system for tetracycline-inducible and cardiomyocyte-specific expression of CUGexp RNA. First, we generated transgenic mouse lines bearing the TREDT960I transgene containing 960 interrupted CTG repeats in the context of human DMPK exons 11–15 (38) (Figure 1A). The expression of the transgene is regulated by a minimal CMV promoter fused to a tetracycline response element (TRE). To make the expression of CUGexp RNA heart-specific, TREDT960I mice were crossed with a MHCrtTA line, in which the expression of a modified reverse tetracycline transactivator is regulated by an α myosin heavy chain (αMHC) promoter (39).

Bitransgenic animals used in this study, referred to as CUG960, are homozygous for the TREDT960I transgene and hemizygous for the MHCrtTA transgene. CUG960 animals were given doxycycline-containing (dox-containing) chow to induce expression of CUGexp RNA containing 960 CUG repeats. Mice hemizygous for the MHCrtTA transgene and given dox chow were used as controls for the effects of dox and rtTA expression in cardiomyocytes. CUG960 and MHCrtTA mice were given 2 g/kg dox chow starting on postnatal day 1 (PN1) for a period of 2 months, after which mice were characterized for DM1-associated cardiac phenotypes (Figure 1B). To evaluate reversibility of disease features in response to diminished CUGexp RNA expression, animals were switched to standard chow for either 1 or 2 months and analyzed using the same battery of characterization studies.

Relative expression levels of CUGexp RNA were evaluated by quantitative reverse-transcription PCR (RT-qPCR) analysis in the atria and ventricles of the heart. In comparison with controls, CUG960 +dox mice exhibited a robust induction of transgene expression, which was extinguished in response to dox withdrawal (Figure 1C).

### CUG960 mice displayed physiological phenotypes associated with DM1 cardiac disease.

We evaluated CUG960 +dox mice for the cardiac disease features observed in DM1. Cardiac contractility and morphology were measured by M-mode echocardiography. CUG960 +dox mice displayed no significant differences in ejection fraction, fractional shortening, or intraventricular diameter (Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.143465DS1). In comparison with MHCrtTA +dox controls, CUG960 +dox mice exhibited significantly increased left ventricular posterior wall diameter (Supplemental Figure 1, E and F) and larger hearts (approximately 28%) with significantly increased heart weight/tibia length ratios (Supplemental Figure 1G), in agreement with the phenotypes observed previously in a compound muscleblind-knockout model (31).

We examined CUG960 +dox mice for changes in cardiac conduction intervals by surface ECG recordings in anesthetized mice. In comparison with MHCrtTA +dox controls, CUG960 +dox mice did not show prolongation of the RR (Figure 2A) or PR (Figure 2B) intervals, as observed in DM1. However, all CUG960 +dox mice showed robust ventricular conduction defects with prolongation of the QRS (approximately 27% increase) (Figure 2, C and E) and QTc (approximately 61% increase) (Figure 2, D and E) intervals in comparison with control animals. Interestingly, CUG960 mice taken off dox chow for 2 months showed rescue of these parameters in response to diminished CUGexp RNA expression (Figure 2, C and D).

We evaluated whether conduction defects are also observed in animals induced to express CUGexp RNA as adults to exclude any effects of transgene expression on postnatal heart development. CUG960 and MHCrtTA control mice were analyzed by ECG before CUGexp RNA induction at 2 months of age, then after induction on 2 g/kg dox chow for 2 months and then again after a switch to regular chow for 2 months to evaluate reversibility of any observed phenotypes (Supplemental Figure 2A). We observed similar conduction defects — prolongation of QRS and QTc intervals, only on induction of transgene expression, which were rescued following dox withdrawal (Supplemental Figure 2, B and C).

Across multiple cohorts, a proportion of CUG960 +dox mice induced at PN1 (approximately 15%), but none of the MHCrtTA +dox control mice, displayed supraventricular arrhythmias during 1.5–2 minutes of surface ECG recordings (Figure 3A). To evaluate the predisposition of CUG960 +dox mice to atrial arrhythmias in comparison with MHCrtTA +dox controls, we performed intracardiac pacing on 2-month-old CUG960 and MHCrtTA mice, given dox chow beginning at PN1. The incidence of reproducible pacing induced atrial arrhythmias was significantly higher in CUG960 +dox mice (75%, *n* = 12) than in MHCrtTA +dox controls (22.2%, *n* = 9) (Figure 3, B and C). To evaluate reversibility of this phenotype, CUG960 and MHCrtTA animals were taken off dox chow for 1 month after dox induction. In response to diminished CUGexp RNA expression, we observed no significant differences between CUG960 and MHCrtTA animals (Figure 3, B and D), indicating rescue of the increased predisposition to atrial arrhythmias in CUG960 mice.

### CUG960 mice exhibited RNA foci and DM1-associated splicing defects.

Aggregation of pathogenic CUGexp RNA into nuclear foci and sequestration of MBNL proteins are key disease hallmarks of DM1, observed in DM1 cardiac tissues (6). To determine whether CUG960 mice display nuclear RNA foci and MBNL colocalization, we performed FISH using Tye-563-labeled (CAG)_5_ locked nucleic acid probes targeting CUGexp RNA combined with IF for MBNL1 or MBNL2. Hearts from CUG960 +dox mice induced to express CUGexp RNA displayed multiple distinct RNA foci in nuclei with colocalization of MBNL1 and MBNL2 proteins (Figure 4, D–F, and Supplemental Figure 3, D–F) and no foci were found to be present in hearts of MHCrtTA +dox control mice (Figure 4, A–C, and Supplemental Figure 3, A–C). CUG960 mice induced with dox chow for 2 months and then switched to regular chow for 2 months (+/off dox) showed no foci formation or MBNL aggregation (Figure 4, G–I, and Supplemental Figure 3, G–I), thereby demonstrating the reversibility of these phenotypes in response to diminished CUGexp RNA expression. Previous studies have implicated elevated CELF1 protein levels in DM1 hearts with disease pathology (10, 40). We evaluated CELF1 protein levels in atria and ventricles of CUG960 +dox and MHCrtTA +dox control mice. In comparison with controls, CUG960 +dox mice did not show a statistically significant change in CELF1 protein levels but variability in the results suggests that some induced animals showed higher levels of CELF1 protein in atria compared with control mice (Supplemental Figure 4, A and B).

A downstream consequence of CUGexp RNA expression is disruption of developmentally regulated alternative splicing with target transcripts showing reversion to fetal isoforms. We evaluated CUG960 +dox mice for splicing events that are (a) conserved in mouse postnatal cardiac development (41) and (b) known to be affected in DM1 individuals (42) and *Mbnl*-knockout mouse models (31, 43). Four splicing events were selected based on these criteria: *Sorbs1* exon 25, *Spag9* exon 31, *Tnnt2* exons 4 and 5, and *Mef2d* β-exon. In comparison with MHCrtTA +dox controls, CUG960 +dox mice showed strong disruption of alternative splicing events in both the atria and ventricles, shifting toward fetal splicing patterns, and these splicing defects could be completely rescued upon turning off transgene expression (Figure 5). To determine the dynamics of the induction and reversibility of splicing defects in response to CUGexp RNA expression, we performed a time course experiment in which adult 6-month-old CUG960 mice were fed dox chow for 3 days, 1 week, or 4 weeks and taken off dox chow for 5 days, 10 days, 16 days, or 4 weeks after 4 weeks of induction (Supplemental Figure 5A). We isolated ventricular RNA from the mice at these time points and evaluated them for the *Sorbs1* exon 25 and *Spag9* exon 31 splicing events. Interestingly, CUG960 +dox mice exhibited a complete splicing switch to the DM1 pattern as early as 3 days on dox chow and nearly complete rescue of these defects by 5 days after dox withdrawal (Supplemental Figure 5B).

### CUGexp RNA expression in the heart led to transcriptomic alterations affecting ion transport genes.

To broadly identify transcriptome changes potentially contributing to the phenotypic manifestations in CUGexp RNA–expressing mice, we performed RNA-Seq analysis on poly(A)-selected RNA from atria and ventricles of 3 CUG960 +dox and 3 MHCrtTA +dox control mice after 10 weeks of induction starting on PN1 (Supplemental Table 1). 

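CUG960 mice carried a tetracycline-responsive transgene with 960 CUG repeats in human DMPK exons, together with MHCrtTA, a transgene that expresses the reverse tetracycline transactivator in cardiomyocytes. MHCrtTA +dox controls carried the transactivator alone. Both groups were fed 2 g/kg dox in chow, so that they differed in the repeat transgene and not in dox or transactivator. The paper's methods describe separate matings for the groups. Effects of litter or breeding line therefore cannot be told apart from those of the transgene. Atria and ventricles of the same 6 mice gave 12 libraries, 3 in each of 4 groups. The control mice were V327, V333 and V334, and the CUG960 +dox mice were V119, V120 and V123. The sample records give all mice as female and 10 weeks old.

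The libraries were stranded and poly(A) selected. The authors aligned the reads to the GRCm38 mouse genome, estimated the expected counts of each gene with RSEM, and deposited them per library as whole numbers without scaling for library size. RSEM divides reads that match several loci among them, so the counts of genes with near-identical copies are uncertain. The deposited table lists 51734 unique gene symbols, and 21965 of its 51826 entries had 0 counts in all 12 libraries. Gene coordinates were taken from the GENCODE M21 annotation of GRCm38, which holds 47523 of the symbols in the same form and 364 in an older one.

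Library sizes were scaled by edgeR's TMM method, genes with too few counts were left out by its filterByExpr function, and CUG960 +dox mice were compared with MHCrtTA +dox controls in each tissue by its quasi-likelihood test. P values were adjusted by the Benjamini-Hochberg method over all genes tested in a tissue. Differentially expressed genes had an adjusted P value under 0.05 and a fold change of at least 1.5 in either direction, the limit that the paper states with its gene numbers. The paper's methods state a log2 fold change of at least 1.5 and name DESeq2, and each was tried as an alternative. Expression is given as normalized CPM, counts scaled by the TMM library size, as mean ± SD over 3 mice. An exact permutation test of 3 mice against 3 cannot give a P value under 0.1, so each adjusted P value rests on a spread between mice that edgeR estimates across genes. A difference between tissues in the change of a gene was tested as the interaction of tissue and genotype over all 12 libraries.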

We obtained an average of 130 million paired-end 150 base pair (bp) reads with 75% or greater reads uniquely mapping to the mouse genome. 

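The deposited counts summed to between 116127966 and 160676189 per library, with a median of 135817118 over the 12 libraries. The files hold counts on genes and not the reads before mapping. In atria, the totals of CUG960 +dox mice had a median of 120619011 and a maximum of 134863462, and those of MHCrtTA +dox controls lay between 136770774 and 149950077 with a median of 137556236. In ventricles, the totals of CUG960 +dox mice had a minimum of 140987828 and a median of 152709789, and those of controls lay between 129140369 and 133480610 with a median of 130664289. Genotypes therefore did not overlap in depth in either tissue, and CUG960 libraries were the smaller ones in atria and the larger ones in ventricles. At the mean total, a gene at 1 CPM had 137 counts.

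Mitochondrially encoded transcripts took between 10.9% and 12.2% of the counts in atria. In ventricles they took between 19.6% and 20.5% in MHCrtTA +dox controls and between 15.3% and 18.4% in CUG960 +dox mice. mt-Co1 had the most counts of any gene in each of the 12 libraries, between 3.93% and 8.56% of the total. As a check of the labelled sex, Xist had between 5777 and 33380 counts. The Y-linked genes Ddx3y and Eif2s3y had 0 counts in each library, Kdm5d had at most 1 count and Uty at most 4.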

The quality and depth of the sequencing data were sufficient to identify gene expression and alternative splicing changes associated with CUGexp RNA expression in the heart. 

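Before the groups were compared, the libraries were compared with each other across the 29861 genes with a count in at least 1 library. Pearson's r of log2(CPM + 1) had a median of 0.998 over the 3 pairs of CUG960 +dox mice in atria, 0.997 over the 3 pairs of MHCrtTA +dox controls in atria, and 0.998 within each genotype in ventricles. Between a CUG960 +dox mouse and a control, the median was 0.995 over 9 pairs in each tissue. The lowest r within a genotype, 0.997, was above the highest r between genotypes, 0.996. Between atria and ventricles, the median was 0.971 over 36 pairs. These are correlations across genes, which are not independent replicates, and no P value was computed. The choice of coefficient moved them most, to a Spearman's rho of 0.965 in ventricles of controls. By Spearman's rho the genotypes were not fully separated in atria, where the lowest value within a genotype was 0.96655 and the highest between genotypes 0.96689. Counts of replicates differed by more than Poisson sampling noise, with a chi-square per degree of freedom from 38.3 to 113 over 12 pairs. In a principal component analysis of log2 CPM of all 12 libraries, PC1 held 69.4% of the variance and separated the tissues, and PC2 held 8.63% and separated the genotypes.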

For both gene expression (Supplemental Figure 6, A and B) and alternative splicing (Supplemental Figure 6, C and D) data sets, we observed strong correlation between biological replicates indicating high levels of reproducibility.

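In atria, 969 of 17650 genes tested were differentially expressed between CUG960 +dox mice and MHCrtTA +dox controls by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 594 upregulated and 375 downregulated. In ventricles, 804 of 16909 genes tested were differentially expressed, 507 upregulated and 297 downregulated. An unadjusted P value under 0.05, whatever the fold change, was found for 5337 genes in atria and 4342 in ventricles. The 3 CUG960 +dox mice lay all above or all below the 3 controls for each of the 969 atrial genes and for 803 of the 804 ventricular genes, Mybphl being the exception. Chance gives such a separation for 10% of genes, and it was seen for 35.7% of all genes tested in atria and 31.1% in ventricles.

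The fold change limit moved these numbers most. With a log2 fold change of at least 1.5, there were 216 differentially expressed genes in atria, 159 upregulated and 57 downregulated, and 199 in ventricles, 134 upregulated and 65 downregulated. With no fold change limit, there were 2573 genes in atria and 1680 in ventricles. When each mouse was left out in turn, the number in atria lay between 679 without V119 and 897 without V327, and in ventricles between 558 without V120 and 737 without V333. Without V119, 242 genes were downregulated in atria, where the drop from 375 exceeds a factor of 1.5.

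Among genes tested in both tissues with a mean of at least 1 CPM, the largest increase in each was that of 3110035E14Rik, which the annotation names Vxn, on the plus strand of chromosome 1 of GRCm38 from 9601199 to 9627143. In atria it rose from 0.201 ± 0.0583 CPM (SD, n = 3) in controls to 36.6 ± 2.32 CPM (SD, n = 3) in CUG960 +dox mice, a log2 fold change of 7.50 (standard error 0.16, adjusted P value 4.1e-07 from edgeR's quasi-likelihood test). In ventricles it rose from 0.161 ± 0.0419 to 24.4 ± 0.682 CPM, a log2 fold change of 7.23 (standard error 0.16, adjusted P value 2.5e-08). Gm10163, a processed pseudogene on chromosome 9 from 88390837 to 88391317, rose from 0.745 ± 0.0779 to 75.2 ± 11.3 CPM in atria, a log2 fold change of 6.66, and from 0.584 ± 0.0511 to 54.0 ± 7.80 CPM in ventricles, a log2 fold change of 6.53. Its 481 bases have 99.6% identity with the Rpl21 transcript, so its reads and those of Rpl21 were hard to separate. Gm10240 on chromosome 15 and Gm13370 on chromosome 2, processed pseudogenes with 100% identity over 483 bases, had the same count in each of the 12 libraries. In atria of CUG960 +dox mice each had between 133 and 491 counts, and in atria of controls each had 0, so that expression was at least 127-fold higher than the 3 counts that a count of 0 allows. 2310039L15Rik, a lincRNA, followed in atria with a log2 fold change of 4.04. In ventricles, Pld6, Rimkla and Cubn rose by log2 fold changes of 4.25, 4.04 and 3.76. The adjusted P values of these increases were at most 0.0019, and at most 0.011 in each fit without 1 mouse.

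The largest decreases in atria were those of Stmnd1, 2610028H24Rik, Klhl34, Nmrk2 and Cdnf. Klhl34 fell from 6.53 ± 0.605 to 0.811 ± 0.523 CPM, and the log2 fold changes of the others were −3.93, −3.16, −2.72 and −2.63. In ventricles, Bmp10, Cdnf, Rp1 and Capn3 had log2 fold changes of −4.06, −3.17, −3.09 and −2.53, and Coq8a ranked between Rp1 and Capn3. The atrial transcripts Myl7 and Sln were also under each control in the ventricles of V119 and V120, and above each control in those of V123. The adjusted P values of these decreases ranged from 2.0e-07 for Cdnf in ventricles to 0.0041 for 2610028H24Rik, and stayed at or under 0.022 in each fit without 1 mouse.

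**Figure D1:**
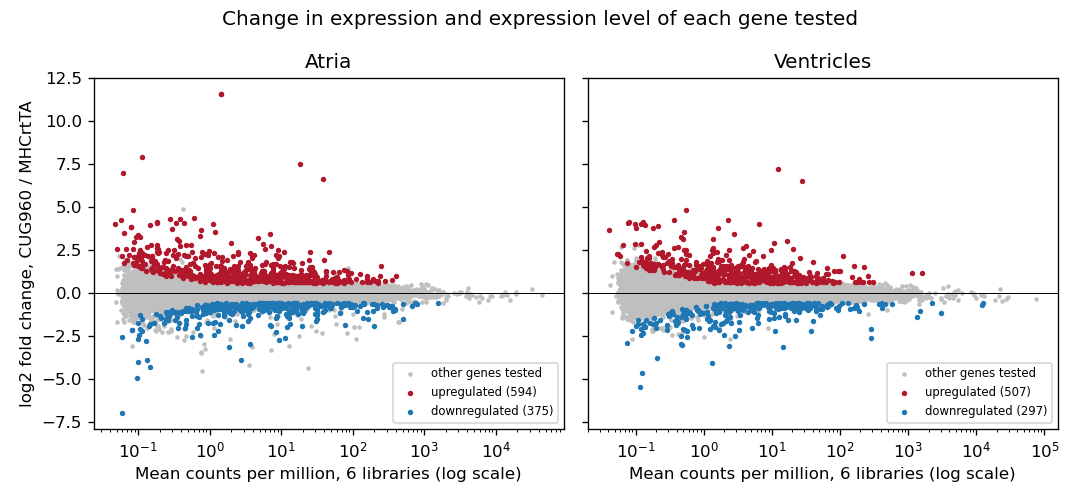
The log2 fold change of each gene tested, CUG960 +dox over MHCrtTA +dox (vertical axis), is plotted against its mean CPM over 6 libraries (horizontal axis, log scale) in atria (left) and ventricles (right). Red points are the 594 and 507 upregulated genes, blue points the 375 and 297 downregulated genes, and gray points the other genes tested; the topmost atrial points are Gm10240 and Gm13370, whose fitted values depend on 0 counts in controls and give no exact fold change.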

We identified 253 atrial (169 upregulated and 84 downregulated) and 248 ventricular (167 upregulated and 81 downregulated) differentially expressed genes (adjusted *P* value < 0.05, fold change ≥ 1.5) between CUG960 +dox and MHCrtTA +dox control mice (Figure 6A). While genes showing differential expression induced by CUGexp RNA in the atria and ventricles showed less than 30% overlap (Figure 6B), gene ontology analysis revealed enrichment for similar functions of “muscle contraction,” “ion transport,” and “regulation of membrane potential” (Figure 6, C and D). 

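Of the 16432 genes tested in both tissues, 312 were differentially expressed in both, which is 32.2% of the differentially expressed genes of atria, 38.8% of those of ventricles and 21.4% of the genes in either list. Of the 312 genes, 218 were upregulated in both tissues, 85 were downregulated in both and 9 changed in opposite directions. Independent lists would share 41.4 genes (one-sided Fisher's exact test, p = 4.9e-206), although the lists come from the same 6 mice. With a log2 fold change of at least 1.5, 60 genes were shared, which is 27.8% of the atrial and 30.2% of the ventricular list. With no fold change limit 820 were, which is 31.9% of the atrial and 48.8% of the ventricular list. When each mouse was left out in turn, the shared part lay between 26.8% and 36.5% in atria and between 34.6% and 41.7% in ventricles.

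Of the 1029 genes that were tested in both tissues and differentially expressed in 1 of them, 845 (82.1%) had a log2 fold change of the same sign in the other tissue, whatever its size. The interaction of tissue and genotype had an adjusted P value under 0.05 for 149 of the 1029 genes, and for 253 of all 18327 genes tested. The change in CUG960 +dox mice was higher in ventricles for 127 of the 253 genes and higher in atria for 126, and 2253 genes had an unadjusted P value under 0.05. Each fit without 1 mouse lowered the number by more than a factor of 1.5, to between 74 without V333 and 131 without V334.

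Gene ontology terms were not tested. Lists of genes fixed by function were compared with the differentially expressed genes instead, by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 8 tests, 4 lists in 2 tissues. The paper found its terms in these same libraries, so lists with the same functions are not independent evidence. Of the ion channels, pumps and exchangers tested in atria, 25 of 211 were differentially expressed (11.9%, against 5.49% of all genes, adjusted P value 9.7e-04), 17 upregulated and 8 downregulated. In ventricles, 17 of 201 were differentially expressed (8.46%, against 4.75% of all genes, adjusted P value 0.025), 9 upregulated and 8 downregulated. The voltage-gated channels, all of them also in that list, had 11 of 75 genes in atria (adjusted P value 0.0051) and 5 of 71 in ventricles (adjusted P value 0.25). The muscle contraction list had 8 of 77 genes in atria (adjusted P value 0.080) and 15 of 77 in ventricles (adjusted P value 2.3e-05). The amino acid biosynthesis list had 3 of 29 genes in atria (adjusted P value 0.24) and 6 of 30 in ventricles (adjusted P value 0.0051). With P values adjusted over the list alone, the numbers in the same order were 30, 12, 8 and 3 genes in atria and 22, 8, 16 and 6 in ventricles. Differences between tissues in these list results were not tested.

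With no fold change limit, the adjusted P value of the muscle contraction list was 2.4e-05 in atria, and that of the ion channel list was 0.087 in ventricles. Across the fits without 1 mouse, the muscle contraction list in ventricles ranged from 2.5e-05 to 0.072, the latter without V327. In atria it fell under 0.05 without V123 (0.0063), V119 (0.037) and V333 (0.049), and reached 0.11 without V327. The amino acid list in atria ranged from 0.039 without V120 to 0.41, and the voltage-gated list in ventricles from 0.012 without V120 and 0.031 without V123 to 0.12.

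**Figure D2:**
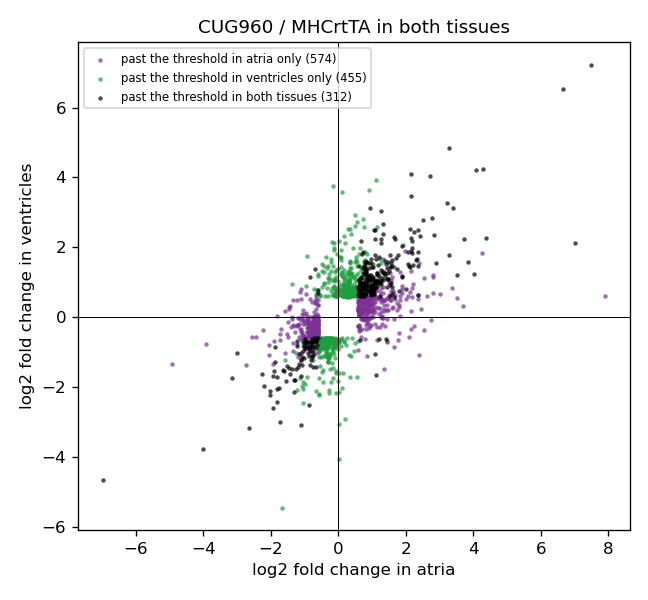
The log2 fold change in ventricles (vertical axis) is plotted against that in atria (horizontal axis), CUG960 +dox over MHCrtTA +dox, for the 1341 genes tested in both tissues and differentially expressed in at least 1. Purple points are the 574 genes differentially expressed in atria alone, green points the 455 in ventricles alone and black points the 312 in both; Pearson's r across the genes, which are not independent, was 0.64.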

We focused on the category of ion transport genes given their role in regulation of the cardiac action potential and previous associations with cardiac conduction disease (see Discussion). 

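Among the ion channels, pumps and exchangers, 6 genes were differentially expressed in both tissues, each in the same direction. Clcn1 decreased, with log2 fold changes of −2.27 in atria and −1.64 in ventricles, and in atria its level was 2.87 ± 0.460 CPM in CUG960 +dox mice and 13.8 ± 0.672 CPM in MHCrtTA +dox controls (SD, n = 3 each). Slc9a8 decreased as well, by −0.79 and −0.82. Kcne1 (1.46 and 1.57), Kcnn2 (1.01 and 0.95), Slc24a2 (0.72 and 0.83) and Slc8a3 (1.32 and 2.38) increased. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted P values of these 6 genes ranged from 6.2e-05 for Clcn1 in atria to 0.044 for Slc24a2 in ventricles. Some of these calls changed when 1 mouse was left out. Kcne1 in atria rose above 0.05 in 5 of the 6 fits without 1 mouse, to at most 0.15, and Slc24a2 in ventricles did so in 4 fits, to at most 0.11. Kcnn2 in ventricles reached 0.054 without V119, and Slc8a3 in atria reached 0.054 without V333 and 0.051 without V119.

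In atria, Kcna1 rose from 1.77 ± 0.317 to 5.56 ± 1.52 CPM, a log2 fold change of 1.65 (standard error 0.22, adjusted P value 0.0030), and Scn4b rose from 5.68 ± 1.66 to 17.0 ± 5.82 CPM, a log2 fold change of 1.58 (standard error 0.27, adjusted P value 0.0081). The largest increases in atria besides Hcn4 belonged to genes under 1 CPM in both groups, namely Slc4a5 (log2 fold change 2.56), Kcnh6 (2.38) and Cacng4 (2.31). Cacng4 rose above an adjusted P value of 0.05 (0.087) with all 12 libraries in a single fit. In ventricles, Kcna4 rose from 1.07 ± 0.362 to 6.55 ± 0.849 CPM, a log2 fold change of 2.62 (standard error 0.22, adjusted P value 2.1e-04). Kcnv2 decreased from 18.1 ± 1.97 to 3.86 ± 0.675 CPM, a log2 fold change of −2.23 (standard error 0.14, adjusted P value 4.2e-05). Kcnk1, under 1 CPM, had a log2 fold change of 2.53. Atp1b4 had between 22 and 65 counts in ventricles of CUG960 +dox mice and at most 3 in controls, at least 10.4-fold higher.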

Candidate genes of interest (*Hcn4*, *Gja5*, *Scn10a*, and *Junctin*) with distinct expression patterns in atria or ventricles in CUG960 +dox mice were validated by RT-qPCR analysis (Figure 6E).

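Hcn4 lies on the plus strand of chromosome 9 of GRCm38 from 58823412 to 58863175. In atria it had 10.1 ± 1.00 CPM (SD, n = 3) in CUG960 +dox mice and 1.72 ± 0.889 CPM (SD, n = 3) in MHCrtTA +dox controls, a log2 fold change of 2.55 (standard error 0.36, adjusted P value 0.0036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn, the log2 fold change stayed between 2.19 and 2.91. In ventricles it had 12.3 ± 5.75 CPM and 5.67 ± 1.59 CPM, a log2 fold change of 1.12 (standard error 0.31, adjusted P value 0.052). The ventricles of V119 had 3167 counts against 1267 and 1456 in the other CUG960 +dox mice, and without V119 the log2 fold change was 0.67. The adjusted P value in ventricles fell under 0.05 without V120 (0.043), with upper quartile normalization (0.049) and over genes with at least 10 counts in every library (0.046), and rose to 0.15 without V327. The change was not shown to differ between tissues (adjusted P value of the interaction 0.27).

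Gja5 lies on the plus strand of chromosome 3 from 96904693 to 97077416. In atria it fell to 16.6 ± 2.43 CPM in CUG960 +dox mice from 47.1 ± 4.91 CPM in controls, a log2 fold change of −1.51 (standard error 0.12, adjusted P value 3.1e-04; −1.60 to −1.39 with each mouse left out). In ventricles it had 3.70 ± 1.19 and 5.20 ± 0.657 CPM, a log2 fold change of −0.49 (standard error 0.21, adjusted P value 0.18, or 0.039 without V119). The adjusted P value of the difference between tissues was 0.10, fell to 0.048 with the mouse as a block and was 0.0061 with DESeq2.

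Scn10a lies on the minus strand of chromosome 9 from 119608456 to 119719322. In ventricles it had 0.599 ± 0.146 CPM in CUG960 +dox mice and 2.72 ± 0.381 CPM in controls, a log2 fold change of −2.18 (standard error 0.22, adjusted P value 5.0e-04; −2.28 to −1.99 with each mouse left out). In atria it had 4.72 ± 0.682 and 5.65 ± 0.227 CPM, a log2 fold change of −0.26 (standard error 0.13, adjusted P value 0.21). The change differed between tissues (adjusted P value of the interaction 0.0025).

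Junctin is 1 of several products of Asph, which lies on the minus strand of chromosome 4 from 9448069 to 9669344, and the deposited counts sum all transcripts of the gene. Asph had 372 ± 24.8 CPM in atria of CUG960 +dox mice and 330.1 ± 19.5 CPM in atria of controls, a log2 fold change of 0.17 (standard error 0.07, adjusted P value 0.15). In ventricles it had 367 ± 28.0 and 269 ± 7.53 CPM, a log2 fold change of 0.45 (standard error 0.08, adjusted P value 0.010), under the fold change limit. The change was not shown to differ between tissues (adjusted P value of the interaction 0.31). The 3 mice of a group lay all above or all below the other group for Hcn4 and Gja5 in atria and for Scn10a in ventricles (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). The groups were separated in the same way for Scn10a in atria, for Hcn4 in ventricles and for Asph in both tissues. Separation was therefore not limited to the changes past the threshold. The paper names these genes as candidates with distinct patterns in atria or ventricles, measured them by RT-qPCR (Fig. 6E), and relates them in its discussion to conduction and arrhythmia phenotypes that earlier studies linked to the same genes.

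**Figure D3:**
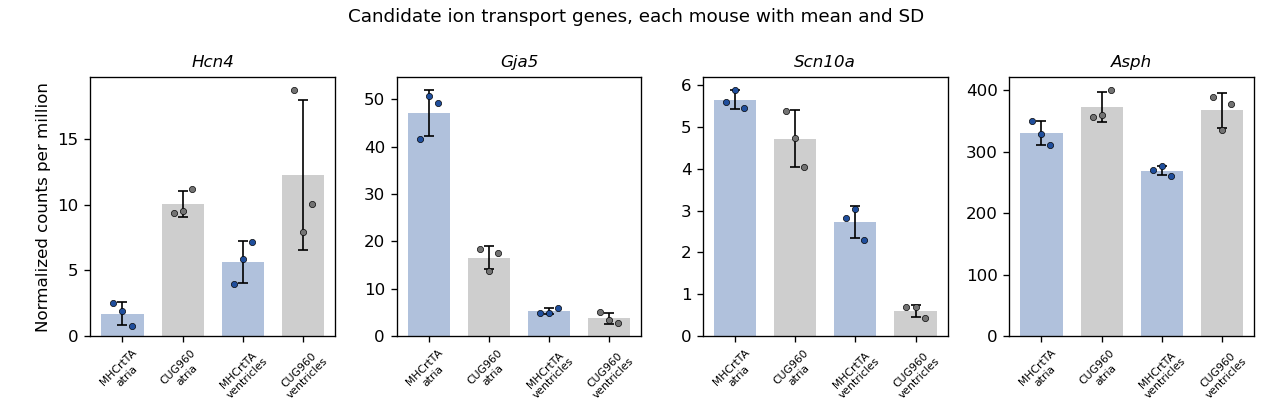
Normalized CPM (vertical axis, starting at 0) of Hcn4, Gja5, Scn10a and Asph in atria and ventricles of MHCrtTA +dox controls (blue) and CUG960 +dox mice (gray). Points are single mice, bars means and error bars SD (n = 3); the Hcn4 value of V119 stands above the other 2 CUG960 +dox mice in ventricles.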

In comparison with MHCrtTA +dox controls, we identified 893 events in atria and 849 events in ventricles of CUG960 +dox mice that show differential alternative splicing patterns (FDR < 0.05, ΔPSI ≥ 15%) (Figure 7A). Given the large number of cassette exons affected relative to the other types of alternative splicing events (approximately 75%), we focused on this category for further analysis. In contrast to differential gene expression, we found that genes affected at the level of alternative splicing in atria and ventricles showed primarily similar profiles with approximately 60% overlap (Figure 7B). There was minimal overlap observed between the genes affected at the level of mRNA abundance and alternative splicing in both atria and ventricles (Supplemental Figure 6, E and F), indicating that these groups of genes are affected at distinct nodes of regulation. 

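The deposited counts give the abundance of each gene, summed over its transcripts, and not the use of single exons. Abundance was therefore compared for genes whose splicing the paper measured. Ryr2 had 631 ± 128 CPM in atria of CUG960 +dox mice and 912 ± 32.2 CPM in atria of MHCrtTA +dox controls (SD, n = 3 each), a log2 fold change of −0.53 (standard error 0.13, adjusted P value 0.030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ventricles it had 446 ± 34.5 and 711 ± 132 CPM, a log2 fold change of −0.67 (standard error 0.13, adjusted P value 0.015). Its adjusted P value in atria rose above 0.05 in 5 of the 6 fits without 1 mouse, to at most 0.11. In ventricles it did so without V327 (0.058) and V120 (0.064). Ryr2 in ventricles was the only 1 of the genes given here with a fold change of at least 1.5 and an adjusted P value under 0.05.

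Spag9 had log2 fold changes of −0.45 in atria (adjusted P value 0.014) and −0.36 in ventricles (adjusted P value 0.053). The latter fell under 0.05 with DESeq2 (0.011), with all 12 libraries in a single fit (0.033), without V333 (0.036) and over genes with at least 10 counts in every library (0.049), and rose to 0.16 in the other fits without 1 mouse. Kcnip2 had log2 fold changes of 0.45 in atria (adjusted P value 0.061) and −0.15 in ventricles (adjusted P value 0.40). In atria it fell under 0.05 with DESeq2 (0.010), without V327 (0.017) and with all 12 libraries in a single fit (0.039). Its difference between tissues had an adjusted P value of 0.17, which fell to 0.022 with the mouse as a block and to 0.045 with DESeq2. Tnnt2 had log2 fold changes of −0.10 in atria (adjusted P value 0.62) and −0.39 in ventricles (adjusted P value 0.082, or 0.0098 with DESeq2).

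Kcnd3, Camk2d and Mef2d had absolute log2 fold changes of at most 0.20 and adjusted P values of at least 0.13 in both tissues. The direction in atria changed for Camk2d, Tnnt2 and Mef2d when 1 mouse was left out, and for Mef2d also in ventricles, so that no direction can be given for them there.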

A total of 3 genes — Necap2 (atria), Coq8a (atria and ventricles), and Pdlim7 (atria and ventricles) — exhibited alternative splicing changes associated with the introduction of a premature stop codon leading to changes in expression levels due to nonsense mediated decay. 

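Necap2, on the minus strand of chromosome 4 of GRCm38 from 141066512 to 141078357, rose in both tissues of CUG960 +dox mice. In atria it had 63.3 ± 4.81 CPM (SD, n = 3) against 17.0 ± 0.363 CPM (SD, n = 3) in MHCrtTA +dox controls, a log2 fold change of 1.90 (standard error 0.07, adjusted P value 1.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ventricles it had 41.5 ± 1.86 against 10.1 ± 0.205 CPM, a log2 fold change of 2.04 (standard error 0.08, adjusted P value 1.4e-06). The adjusted P value of the difference between tissues was 0.59.

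Coq8a, on the minus strand of chromosome 1 from 180165238 to 180199602, fell to 82.3 ± 7.93 CPM in atria of CUG960 +dox mice from 316 ± 20.2 CPM in controls, a log2 fold change of −1.94 (standard error 0.09, adjusted P value 2.2e-05). In ventricles it fell to 81.0 ± 9.65 from 493 ± 32.6 CPM, a log2 fold change of −2.60 (standard error 0.11, adjusted P value 1.9e-06). The difference between tissues had an adjusted P value of 0.033, which rose above 0.05 in 5 of the 6 fits without 1 mouse, to 0.22 without V333.

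Pdlim7, on the minus strand of chromosome 13 from 55495795 to 55513676, fell to 15.1 ± 0.261 CPM from 46.5 ± 4.94 CPM in atria, a log2 fold change of −1.62 (standard error 0.08, adjusted P value 3.8e-05). In ventricles it fell to 11.5 ± 1.59 from 33.8 ± 2.67 CPM, a log2 fold change of −1.55 (standard error 0.11, adjusted P value 8.7e-05). The adjusted P value of the difference between tissues was 0.91. For each of the 3 genes in each tissue, the CUG960 +dox mice lay all above or all below the controls. The counts sum all transcripts of a gene and do not show which of them carry a premature stop codon.

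**Figure D4:**
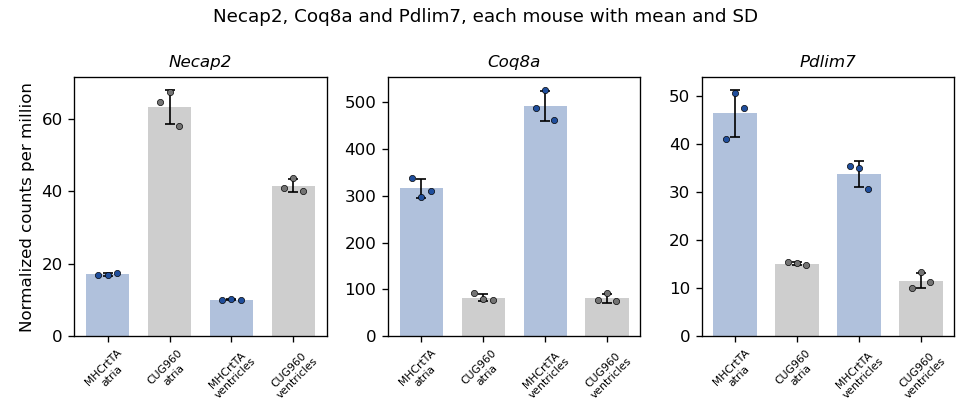
Normalized CPM (vertical axis, starting at 0) of Necap2, Coq8a and Pdlim7 in atria and ventricles of MHCrtTA +dox controls (blue) and CUG960 +dox mice (gray). Points are single mice, bars means and error bars SD (n = 3); Necap2 is higher and Coq8a and Pdlim7 are lower in each CUG960 +dox mouse than in each control of the same tissue.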

Gene ontology analysis of genes undergoing changes in alternative splicing in atria and ventricles showed enrichment for common functional terms associated with “cytoskeleton organization,” “vesicle mediated transport,” “positive regulation of ion transport,” and “heart development” (Figure 7, C and D). Similar to our differential gene expression analysis, we focused on alternative splicing events affecting genes involved in regulation of cardiac ion transport and previously implicated in conduction disorders — *Scn5a, Kcnd3, Kcnip2, Ryr2*, and *Camk2d* (Figure 7E). Alternative splicing defects in these genes involved in the regulation of cardiac action potential (*Scn5a, Kcnd3,* and *Kcnip2*) and calcium handling (*Ryr2* and *Camk2d*) lead to production of isoforms with differential properties which could play a pathogenic role in adult tissue (see Discussion).

### Isolated atrial cardiomyocytes from CUG960 mice showed calcium-handling defects consistent with CUGexp RNA-induced transcriptomic alterations.

Defects in calcium handling are significant contributors to the pathophysiology of atrial arrhythmias (44). Given the increased predisposition to atrial arrhythmias and expression or alternative splicing differences in calcium-handling genes observed in CUGexp RNA–expressing mice, we performed calcium imaging studies in atrial cardiomyocytes isolated from CUG960 +dox mice in comparison with MHCrtTA +dox controls to probe for perturbations in calcium cycling. In comparison with controls, CUG960 +dox mice did not show differences in spontaneous calcium spark frequency or sarcoplasmic reticulum (SR) load (Supplemental Figure 7, A–C). However, CUG960 +dox mice exhibited a higher incidence of diastolic spontaneous calcium waves (Figure 8, A and B) and increased systolic calcium transient amplitude (Figure 8C), suggestive of increased RyR2 activity. Additionally, myocytes demonstrated increased Na^+^/Ca^2+^ exchanger (NCX) (Figure 8, D and E) and decreased sarcoendoplasmic reticulum calcium ATPase (SERCA) current (Figure 8F). 

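Of the 44 genes of a fixed calcium handling list that were tested in atria, 5 were differentially expressed, both over all genes tested and with P values adjusted over the list alone. The 5 genes of the list that the paper names are not among them. All 5 were upregulated in CUG960 +dox mice. With no fold change limit, 20 of the 44 genes had an adjusted P value under 0.05, 13 of them higher and 7 lower. Cacna1d rose from 15.9 ± 4.06 CPM in MHCrtTA +dox controls to 34.1 ± 2.77 CPM (SD, n = 3 each), a log2 fold change of 1.10 (adjusted P value 0.0050 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ppp1r1a had a log2 fold change of 1.01 (adjusted P value 0.0016), Mrln of 1.64 (adjusted P value 0.015), Cacna1h of 1.08 (adjusted P value 0.021) and Fkbp1b of 0.71 (adjusted P value 0.023). Mrln rose above 0.05 without V119 (0.060), Cacna1h without V120 (0.060) and V123 (0.054), and Fkbp1b in 4 of the 6 fits without 1 mouse, to at most 0.088.

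As a set, the calcium handling list showed no shift in a common direction in atria (limma's camera with a preset correlation, adjusted P value 0.70, median log2 fold change 0.02). Its adjusted P value stayed between 0.39 and 0.89 with each mouse left out. Atp2a2 had a log2 fold change of −0.21 in atria (standard error 0.08, adjusted P value 0.12), with 11048 ± 1024 CPM in CUG960 +dox mice and 12763 ± 422 CPM in controls, and its adjusted P value was 0.025 without V123. Slc8a1 had a log2 fold change of 0.04 (standard error 0.10, adjusted P value 0.83), whose direction changed without V123 (−0.06). Protein levels and phosphorylation were not measured by sequencing.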

In response to diminished CUGexp RNA expression, CUG960 mice displayed rescue of increased calcium waves incidence (Figure 8, A and B) and decreased SERCA current (Figure 8F).

## Discussion

Despite 50% of patients with DM1 having cardiac manifestations, the tissue-specific mechanisms that contribute to cardiac disease features are not well understood. To model DM1-associated RNA toxicity in the heart, we developed transgenic mice for inducible and cardiomyocyte-specific expression of 960 CUG repeats in the natural context within human *DMPK* exon 15. In comparison with controls, CUG960 +dox mice exhibited DM1-associated prolongation of QRS and QTc conduction intervals. CUG960 +dox mice showed spontaneous supraventricular arrhythmias and a higher predisposition to pacing-induced atrial arrhythmias. CUG960 +dox mice also showed the presence of nuclear foci, colocalization of MBNL1 and MBNL2 proteins with the foci, and strong reversion to fetal alternative splicing patterns in both the atria and the ventricles. The cardiac conduction abnormalities, RNA foci formation, MBNL colocalization and alternative splicing defects were rescued in response to diminished CUGexp RNA expression.

Transcriptomic analysis of atrial and ventricular RNA isolated from CUG960 +dox mice revealed differential expression and alternative splicing changes in several genes involved in the regulation of cardiac ion transport (Figure 6 and Figure 7). CUG960 +dox mice exhibited increased expression of hyperpolarization-activated cyclic nucleotide-gated potassium channel 4 (*Hcn4*) and downregulation of gap junction protein α 5 (*Gja5*) in atria (Figure 6E). HCN4 contributes to the native pacemaker current in the heart and is involved in the regulation of heart rhythm. Mutations in *HCN4* have been associated with sick sinus syndrome (45) and early-onset atrial fibrillation (46, 47). GJA5, a major gap junction protein in the atrial working myocardium, is responsible for intercellular propagation of the action potential. Somatic mutations in *GJA5* have been linked to atrial fibrillation (48) and *Gja5*-knockout mice exhibit conduction defects and a higher predisposition to atrial arrhythmias (49, 50). CUG960 +dox mice displayed downregulation of sodium voltage-gated channel α subunit 10 (*Scn10a*) in ventricles (Figure 6E). The *Scn10a* gene encodes the α subunit of voltage-gated sodium channel Nav1.8, previously shown to be expressed in intracardiac neurons and cardiomyocytes and linked in genetic association studies with QRS interval (51) and QT interval (52) duration. In both atria and ventricles, CUG960 +dox mice showed strong reduction in *Junctin* mRNA levels (Figure 6E). Junctin is a SR transmembrane protein that forms a quaternary protein complex with the ryanodine receptor, calsequestrin, and triadin and is involved in the regulation of calcium release from the SR. Downregulation of Junctin levels is observed in heart failure (53) and knockout mouse models show aberrant calcium homeostasis leading to arrhythmias (54).

CUG960 +dox mice exhibited alternative splicing defects in various genes involved in the regulation of the cardiac action potential (Figure 7E). The *SCN5A* gene encodes the major voltage-gated cardiac sodium channel Nav1.5, which is responsible for the influx of the Na+ ions (I_Na_) contributing to the depolarization phase of the action potential. The voltage-sensing transmembrane region of SCN5A located in domain I, segments S3 and S4, is encoded by 2 developmentally regulated, mutually exclusive exons 6A and 6B. While exon 6B is predominantly included in the adult heart, *SCN5A* mis-splicing resulting in inclusion of the fetal exon 6A is observed in DM1 (42). Previous studies have shown that inclusion of the fetal exon 6A alters the electrophysiological properties of the channel resulting in slower channel kinetics and slower recovery from inactivation (55). Forced expression of the fetal isoform in adult mouse heart resulted in cardiac conduction defects and arrhythmias (42, 56). CUG960 +dox mice exhibited a switch from predominant inclusion of exon 6B to partial inclusion of fetal exon 6A in both the atria and ventricles of the heart (Figure 7E). The voltage-gated potassium channel Kv4.3, encoded by the *KCND3* gene, effluxes potassium ions, generating the transient outward current (I_to1_) that contributes to the repolarization phase of the cardiac action potential. Kv channel interacting protein 2 (KChIP2), encoded by the *KCNIP2* gene, serves as an auxiliary protein, which interacts with and modulates the activity of the Kv potassium channels such as Kv4.2 and Kv4.3. As observed in DM1 (40, 42), CUG960 +dox mice display skipping of *Kcnd3* exon 6 and *Kcnip2* exon 3 (Figure 7E). The alternatively spliced region in *KCND3* encodes 19 amino acids at the C-terminal, including a threonine residue, which can be phosphorylated by PKC to regulate I_to_ (57), and the isoform lacking the exon shows faster inactivation, thereby contributing to lengthening of action potential duration (58). The KChIP2 isoform lacking exon 3 (KChIP2b) has been previously shown in in vitro studies to confer differential activation kinetics and recovery from inactivation for Kv4.3 channel gating (59).

We also observed alternative splicing changes in genes associated with the functions of calcium handling in the heart. RyR2, the predominant isoform of the ryanodine receptor family of ion channels expressed in the heart, regulates the flow of calcium ions out of the SR in cardiomyocytes. Abnormalities in RyR2 gating have been implicated in the development of atrial arrhythmias (60). In both the atria and the ventricles, CUG960 +dox mice exhibited skipping of exon 4 and 5 for *Ryr2* (Figure 7E). The exclusion of *RyR2* exon 4 was recently demonstrated in iPSC-derived DM1 cardiomyocytes (61). However, the functional significance of the region encoded by this exon is currently unknown. CaMKIIδ is a multifunctional Ser/Thr protein kinase involved in the regulation of calcium homeostasis by targeting various proteins involved in the calcium uptake and release such as the ryanodine receptors, phospholamban, and L-type calcium channels. The multiple *Camk2d* splice variants expressed in the heart can be distinguished based on the inclusion of exons 14, 15, and 16, which alter the cellular localization and function of the protein (62). CUG960 +dox mice exhibited decreased inclusion of exons 14 and 15 and an overall shift in *Camk2d* splicing pattern toward the δ_C_ isoform lacking exons 14, 15, and 16 (Figure 7E), which localizes to the cytoplasm and has been shown to phosphorylate RyR2 and phospholamban (63). Enhanced CaMKIIδ phosphorylation of RyR2 has been shown to promote atrial arrhythmias (64).

Consistent with the observed transcriptomic alterations, we identified calcium-handling defects in atrial cardiomyocytes isolated from CUG960 +dox mice in comparison with controls. Increased diastolic calcium release from RyR2 in the form of calcium waves coupled with increased sodium influx though NCX can lead to delayed-after-depolarizations (DADs). DADs large enough to reach the excitation threshold for an action potential can trigger ectopic beats that contribute to arrhythmogenesis (44, 65).

In conclusion, we developed a CUGexp RNA–expressing mouse model of DM1 that recapitulated various physiological, cellular, and molecular aspects of cardiac DM1 pathogenesis. Importantly, these phenotypes are reversible in response to cessation of transgene expression, underscoring the therapeutic potential of targeting CUGexp RNA for reversal of disease features. Molecular transcriptomic analysis revealed dysregulation of several genes associated with the functions of ion transport and regulation of cardiomyocyte action potential at the level of mRNA abundance and alternative splicing. Isolated atrial cardiomyocytes from repeat RNA–expressing mice exhibited calcium-handling defects, which could potentially contribute to the observed arrhythmogenic phenotypes. Future work will entail detailed mechanistic investigations into individual candidate genes for their contribution to DM1 cardiac pathology.

## Methods

### Transgenic mice.

TREDT960I mice were developed in an FVB background by pronuclear injection of linearized transgene using standard techniques as described (38). The TREDT960I transgene contains 960 interrupted CTG repeats in the context of a human genomic segment containing *DMPK* exons 11–15. The interrupted repeats were generated by ligating fragments containing 20 CTG repeats, which are separated by 5 nucleotide interruptions created by fusion of SalI and XhoI restriction sites. The repeats are stable for propagation in mice and bacteria. Southern blotting analysis confirmed that the number of repeats in the integrated transgene are stable across multiple generations (data not shown). The transgene is flanked by cHS4 insulator sequences on the 5′ and 3′ ends to prevent any effects associated with chromosomal integration sites (66). The TREDT960I mice are available from The Jackson Laboratory (stock no. 032050). MHC-rtTA transgenic mice (FVB/N-Tg(Myh6-rtTA)1Jam) expressing a codon-optimized variant of rtTA specifically in the heart were commercially obtained (RRID: MMRRC_010478) (39). Mice that were homozygous for TREDT960I and MHCrtTA transgenes were mated to mice homozygous for the TREDT960I transgene to obtain F1 progeny of bitransgenic mice homozygous for the TREDT960I transgene and hemizygous for MHCrtTA transgene, which were used for experiments. Mice hemizygous for MHCrtTA transgene that were used as controls were obtained by mating MHCrtTA hemizygous mice to wild type FVB mice. The study consisted of both male and female animals and is not gender specific. Mice were provided with dox-containing chow (2 g dox/kg chow, Bioserv) either beginning at PN1 through nursing dams or at 2 months or 6 months of age. Genomic DNA was isolated from tail clips using DirectPCR lysis reagent (Viagen Biotech) and evaluated by PCR using transgene-specific primers for genotypes. Primer sequences are provided in Supplemental Table 2.

### RT-qPCR and RNA splicing.

Total RNA was isolated from atrial and ventricular heart tissues using TRIzol reagent (15596-018; Invitrogen). cDNA was prepared from 1 μg of DNase treated RNA (4368813; Thermo Fisher Scientific). Primers targeting human *DMPK* exons 12–14 were used to assay transgene expression by real-time qPCR. Mouse *Rpl4* was used as internal control for normalization. PCR reactions were carried out on an Applied Biosystems 7500 Fast Real-Time PCR System using PowerUp SYBR-Green PCR master mix (Thermo Fisher Scientific). Relative expression levels were determined by the 2^-ΔΔCt^ method. For analysis of alternative splicing events, primers annealing to flanking constitutive exons were designed. PCR products were resolved on a 5% polyacrylamide gel. Ethidium bromide stained RT-PCR bands were analyzed using Kodak Gel Logic 2000 and Carestream software. Percent spliced in (PSI) values were calculated using densitometry according to the equation: PSI = 100 X [Inclusion band/(Inclusion band + Skipping band)]. Primer sequences are provided in Supplemental Table 2 and Supplemental Table 3. See complete unedited blots in the supplemental material.

### Immunoblotting.

Tissue protein extracts were prepared from atrial and ventricular heart tissues by homogenization followed by sonication in RIPA lysis buffer containing 1× Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific). Cellular debris was cleared by centrifugation (16,000*g* for 30 minutes at 4°C). Protein lysates (20–25 μg) were separated on 12% Tris-glycine SDS-PAGE gels and transferred to nitrocellulose membranes for Western blot analysis. Total protein was visualized by Ponceau S staining and membranes were incubated in anti-CELF1 (3B1, catalog 05-621, EMD Millipore, 1:500 dilution) or anti-GAPDH (14C10, catalog 2118, Cell Signaling Technology, 1:200,000 dilution) primary antibodies overnight at 4°C. Membranes were washed 3 times in PBS (0.1% Tween-20, Sigma) and incubated for 2 hours in HRP-conjugated goat anti–rabbit or goat anti-mouse (1:10,000, Jackson Immunoresearch) antibodies. After washing 3 times in PBST (0.1% Tween-20), blots were imaged on a ChemiDoc XRS+ Imaging system (Bio-Rad). See complete unedited blots in the supplemental material.

### Echocardiography.

Echocardiographic examination of in vivo cardiac function and morphology was performed using a Vevo 2100 ultrasound machine equipped with a 40 MHz transducer-MS550S (Visualsonics). For imaging, mice were anesthetized with 1.5% isoflurane and body temperature was maintained at 37°C. M-mode images were acquired in the short-axis position at the level of papillary muscles for each animal. Three M-mode tracings were analyzed per animal using the Visualsonics VevoLab analysis package and values were averaged.

### ECG.

ECG data were obtained using a multichannel amplifier followed by conversion to digital signals for analysis. Surface ECG recordings were measured from 3 leads using a Rodent Surgical Monitor+ platform (Indus Instruments) and data were acquired using PowerLab 8/35 (AD Instruments). Mice were anesthetized using 2% isoflurane for data collection. Body temperature was monitored using a rectal probe. Data were collected for 1.5–2 minutes per mouse and ECG intervals were analyzed using LabChart software (AD Instruments). The QTc interval was calculated using Bazett’s formula (67).

### Intracardiac programmed electrical stimulation.

Programmed intracardiac stimulation was performed to evaluate inducibility of atrial arrhythmias as previously described (68). Briefly, an incision was made to the right of the midline near the clavicle to access the right jugular vein for insertion of a 1.1F octapolar catheter (EPR-800; Millar Instruments) into the right atrium and ventricle. Atrial arrhythmias were induced using a burst pacing protocol where a 2-second burst with a cycle length of 40 ms was applied followed by successive bursts each with 2 ms decrements down to a cycle length of 10 ms. Pacing protocols were performed in triplicate and mice were considered positive for arrhythmia inducibility if pacing evoked arrhythmias lasting 1 second or longer, at least 2 out of 3 times. The incidence of inducible atrial arrhythmia was calculated as the percentage of arrhythmia-positive mice divided by the total number of mice studied.

### FISH-IF.

Combined FISH-IF was performed on frozen cardiac sections (7 μm) using a modified protocol as previously described (8). Sections were fixed 30 minutes with 4% PFA/1× PBS at room temperature, washed 5 times with 1× PBS for 2 minutes each followed by permeabilization in 2% prechilled acetone/1× PBS for 10 minutes. Sections were incubated with 30% formamide/2× saline sodium citrate (SSC) for 30 minutes, hybridized with Tye-563-labeled (CAG5 LNA probes (0.5 ng/μl, Exiqon-Qiagen) for 4.5 hours at 42°C in hybridization buffer (30% formamide, 2× SSC, 0.02% BSA, 66 μg/mL yeast tRNA, 2 mM Vanadyl ribonucleoside complex), and washed for 30 minutes in 30% formamide/2× SSC at 42°C. Sections were washed in 1× SSC for 30 minutes at room temperature followed by incubation in mouse monoclonal anti-MBNL1 (3A4, catalog sc-47740, Santa Cruz Biotechnology, 1:25 dilution) and anti-MBNL2 (3B4, catalog sc-136167, Santa Cruz Biotechnology, 1:25 dilution) antibodies overnight at 4°C. Sections were washed 5 times in 1× PBS for 2 minutes, incubated in Alexa 488–labeled goat anti-mouse secondary antibody (1:1000, Invitrogen), washed 3 times with 1× PBS for 5 minutes each, incubated with DAPI (0.5 μg/mL), washed 5 times with 1× PBS for 2 minutes each, and mounted in Shandon Immu-Mount (Thermo Fisher Scientific). Images were acquired using a DeltaVision Elite (GE Healthcare) and processed using SoftWoRx software (GE Healthcare).

### RNA-Seq analysis.

RNA was isolated from atria and ventricles using the RNeasy Fibrous Tissue Mini Kit (QIAGEN). The Genomic and RNA Profiling Core first conducted sample quality checks using the NanoDrop spectrophotometer and Agilent Bioanalyzer 2100. The samples passing the following criteria were used for RNA-Seq: RNA integrity number (RIN) ≥ 7.0, A260nm/A280nm ≥ 1.9, A260nm/A230nm ≥ 1.2, and r28S/16S ≥ 1.5. The Illumina TruSeq Stranded mRNA library preparation protocol was then used to generate cDNA libraries starting with 250 ng of total RNA. ERCC RNA Spike-In Controls were added to each sample according to the manufacturer’s protocol. The resulting libraries were quantitated using the NanoDrop spectrophotometer and fragment size assessed with the Agilent Bioanalyzer. The pooled libraries were loaded onto a NovaSeq 6000 S4 flow cell and sequenced to a depth of approximately 150 million read pairs/sample. A paired-end 150 cycle run was used to sequence the flow cell on a NovaSeq 6000 sequencing system. The data set has been deposited in the National Center for Biotechnology Information/Gene Expression Omnibus under accession number GSE164825. The raw fastq files were first quality checked using FastQC (version 0.11.8) software (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/). Fastq files were aligned to mm10 mouse reference genome (GRCm38.39) and per-gene counts quantified by RSEM (69) (version 1.3.1) based on the gene annotation Mus_musculus.GRCm38.89.chr.gtf. Differential gene expression values were obtained using DESeq2 (70) (version 1.22.2). Gene expression differences were considered significant if passing the following criteria: adjusted *P* value < 0.05, log_2_(fold change) ≥ 1.5. For splicing analysis, reads were aligned to mm10 mouse reference genome (GRCm38.89) using STAR (71) (version 2.6.1a). Mapping percentage and sample details are provided in Supplemental Table 1. Based on the bam files generated from the alignment, splicing was quantified using rMATS (72) (version 4.0.2), which annotated and statistically analyzed 5 different kinds of splicing events (AS 5′SS, AS 3′SS, CE, MXE, and IR) using Mus_musculus.GRCm38.89.chr.gtf gene annotation. Splicing events were considered significant if passing the following criteria: reads ≥ 20, FDR ≤ 0.05, and ΔPSI ≥ 0.15. Gene ontology analysis was performed using DAVID (version 6.8). Enriched categories with –log_10_(*P* value) ≥ 1.5 (*P* value ≤ 0.032) were considered significant.

### Cellular Ca^2+^ imaging.

Atrial myocytes were isolated from adult mouse hearts using a retrograde Langendorff perfusion protocol as previously described (73). Cardiomyocytes that failed to follow pacing or did not have regular striations were not included in the study. Cells that were exhibiting pacemaker-like qualities with regular spontaneous depolarization or contractions were also not included in the study. Myocytes were incubated with 2 μM Fluo-4-AM (Invitrogen) and imaging was performed in line scan mode on a Zeiss LSM 880 confocal microscope. Fluo-4–loaded myocytes were placed in a chamber equipped with parallel platinum electrodes and steady-state Ca^2+^ transients (CaTs) were induced by 1Hz pacing (5 ms, 10V). Pacing was then stopped for 20 seconds and Ca^2+^ sparks were counted. For measurements of total SR Ca^2+^ content (SR load), perfusate was switched to calcium-free Tyrode solution to block L-type calcium channel and prevent any new cellular entry of calcium. SR load was determined by application of 10 mM caffeine after pacing. All transient measurements were normalized to baseline fluorescence (F0) as performed in previous studies (73). The incidence of Ca^2+^ waves was determined by calculating the number of cells displaying one or more noninduced CaTs (in the absence of pacing) divided by the total number of cells. SERCA activity was calculated as the difference between the decay rate of pacing-induced CaT (which reflects Ca^2+^ extrusion by combined activities of NCX and SERCA) and the decay rate of caffeine-induced CaT (which reflects Ca^2+^ extrusion by NCX only) as previously described (74). Data were analyzed using Clampfit and ImageJ (NIH) with a SparkMaster plugin.

### Statistics.

All quantitative experiments have at least 3 independent biological replicates. Results are presented as mean ± SD. Statistical analyses for data sets were carried out using Prism software (version 8.0, GraphPad) and methods used are specified in figure legends. Statistical tests included 1-way ANOVA followed by Tukey’s test for multiple comparisons; 2-way ANOVA followed by Tukey’s test for multiple comparisons; Fisher’s exact test; 2-tailed t test; and Kruskal-Wallis 1-way ANOVA followed by Dunn’s test for multiple comparisons. Calcium imaging data were analyzed using the Generalized Estimating Equation function (SPSS version 25.0.0.0) where mouse number was set as the subject variable, cell number as within subject variable, and each respective calcium measurement as the dependent variable. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

All mouse experiments were carried out in accordance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and approved by the Baylor College of Medicine Institutional Animal Care and Use Committee.

## Author contributions

ANR designed the study, performed experiments, analyzed the data, and wrote the manuscript. HMC performed intracardiac pacing experiments, and TAW performed calcium imaging studies under the supervision of XHTW. ZX and XG performed computational analysis of sequencing reads from RNA-Seq data. TAC supervised and designed the study, analyzed the data, and wrote the manuscript. All authors contributed to the interpretation of results and production of the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
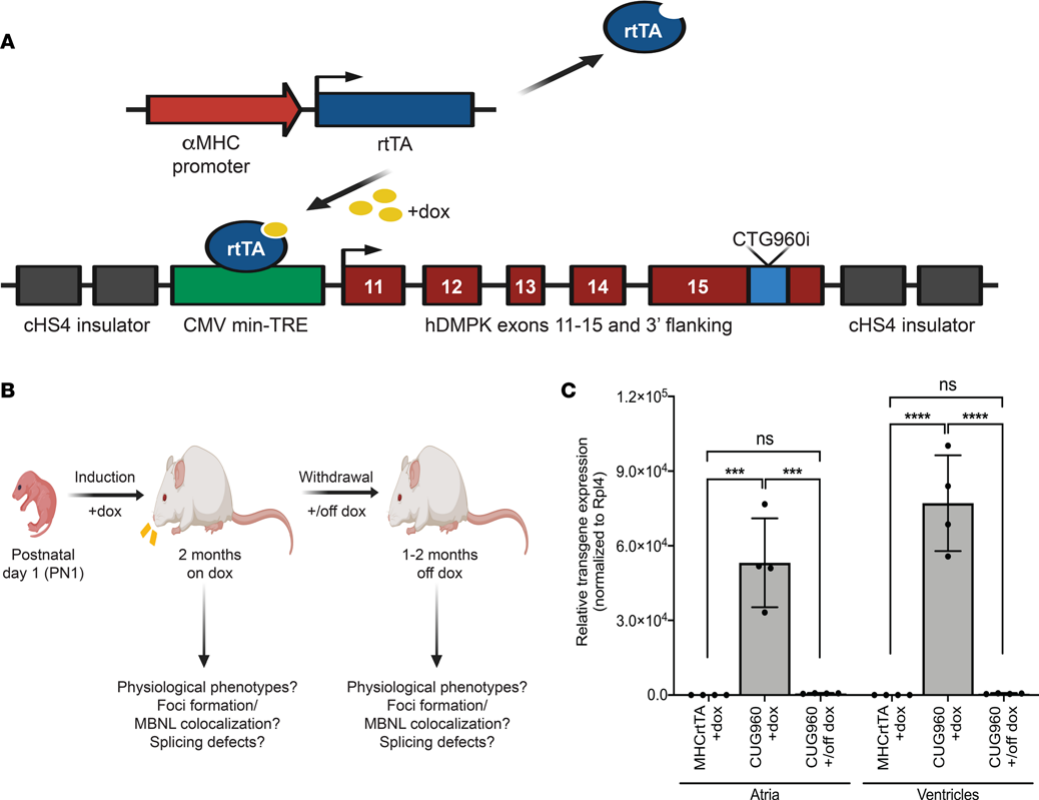
Bitransgenic mouse model for inducible and heart-specific expression of CUGexp RNA. (**A**) The TREDT960I transgene consists of a minimal CMV promoter fused to a tetracycline response element regulating doxycycline induction of RNA containing 960 interrupted CUG repeats in the context of human DMPK exons 11–15. The expression of reverse tetracycline transactivator (rtTA) transgene is driven by a cardiomyocyte-specific α myosin heavy chain promoter. (**B**) Animals were given 2 g/kg dox food for induction of CUG repeat RNA expression beginning at PN1 and characterized for DM1-associated cardiac manifestations. Animals were switched to standard chow to evaluate reversal of disease features in response to cessation of CUGexp RNA expression. (**C**) RT-qPCR analysis of transgene mRNA expression in atria and ventricles of CUG960 mice in response to dox induction since PN1 for 2 months and withdrawal for 2 months in comparison with MHCrtTA +dox control mice. *mRpl4* was used as an internal control for normalization. *n* = 4 animals per group. Data represent the mean ± SD and were analyzed using 1-way ANOVA followed by Tukey’s test for multiple comparisons. ***P < 0.001, ****P < 0.0001. CUGexp, expanded CUG repeat; DM1, myotonic dystrophy type 1; dox, doxycycline; PN1, postnatal day 1.

**Figure 2:**
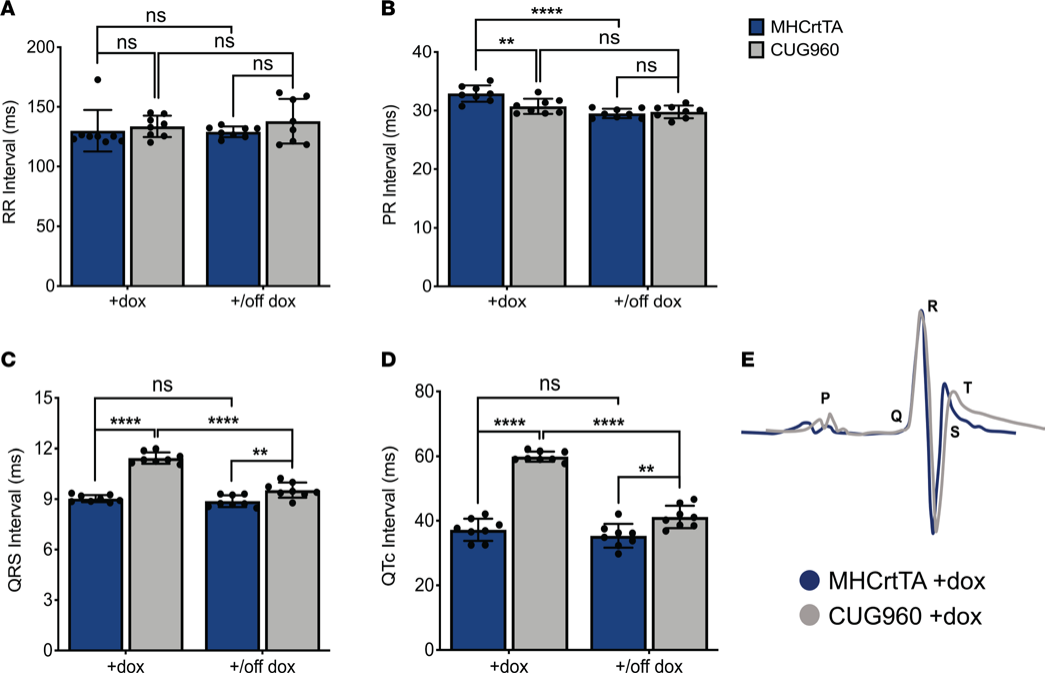
CUG960 mice display reversible conduction abnormalities associated with DM1. Surface ECG recordings were obtained to evaluate conduction intervals in CUG960 and MHCrtTA control mice given dox chow starting at PN1 for 2 months and then switched to regular chow for 2 months: (**A**) RR interval (**B**) PR interval (**C**) QRS interval and (**D**) corrected QT interval (QTc). *n* = 8 animals per group. (**E**) Overlap of representative ECG tracings from MHCrtTA +dox and CUG960 +dox mice. Data represent the mean ± SD and were analyzed using 2-way ANOVA followed by Tukey’s test for multiple comparisons. **P < 0.01, ****P < 0.0001. DM1, myotonic dystrophy type 1; PN1, postnatal day 1; dox, doxycycline.

**Figure 3:**
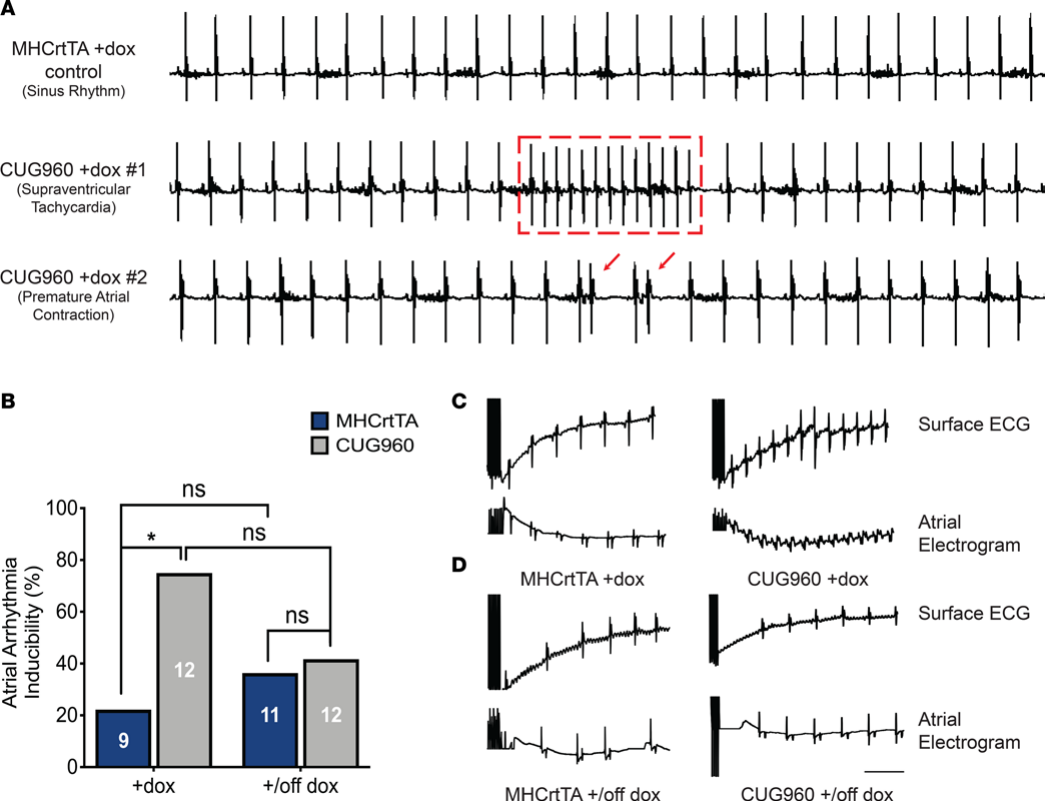
CUG960 mice exhibit an increased and reversible predisposition to atrial arrhythmias. (**A**) Baseline arrhythmias observed in surface ECG recordings for CUG960 +dox mice in comparison with MHCrtTA +dox controls. (**B**) Incidence of atrial arrhythmias induced by electrical pacing in CUG960 vs. MHCrtTA control mice in response to dox induction initiated at PN1 for 2 months and dox withdrawal for 1 month after 2 months of induction initiated at PN1. (**C**) Representative recordings of surface and intracardiac atrial electrograms in CUG960 +dox and MHCrtTA +dox control mice after rapid atrial pacing. (**D**) Representative recordings of surface and intracardiac atrial electrograms in CUG960 +/off dox and MHCrtTA +/off dox control mice after rapid atrial pacing. Numbers of animals analyzed are indicated in corresponding bars. Data were analyzed using Fisher’s exact test. *P < 0.05. Scale bar: 200 milliseconds. PN1, postnatal day 1; dox, doxycycline.

**Figure 4:**
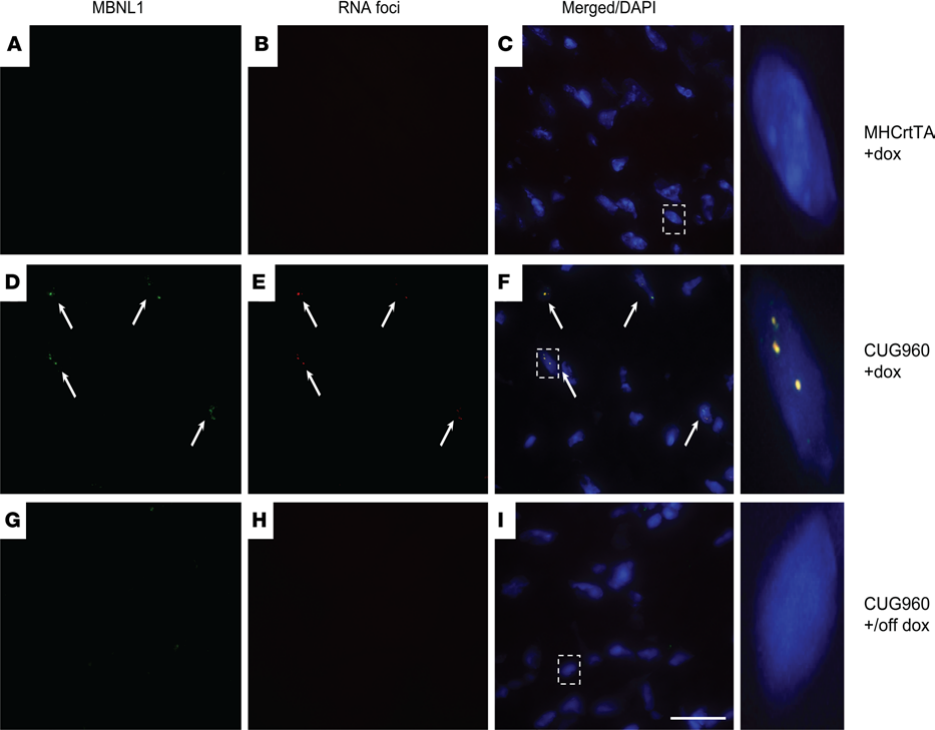
CUG960 mice display reversible nuclear RNA foci formation and MBNL1 colocalization. RNA FISH with a probe targeting CUG repeat RNA combined with immunofluorescence for MBNL1 in the ventricles of CUG960 mice in response to dox induction (**D–F**) and withdrawal (**G–I**) in comparison with MHCrtTA +dox control mice (**A–C**). Arrows indicate RNA foci colocalized with MBNL1 staining. Scale bar: 25 microns. dox, doxycycline.

**Figure 5:**
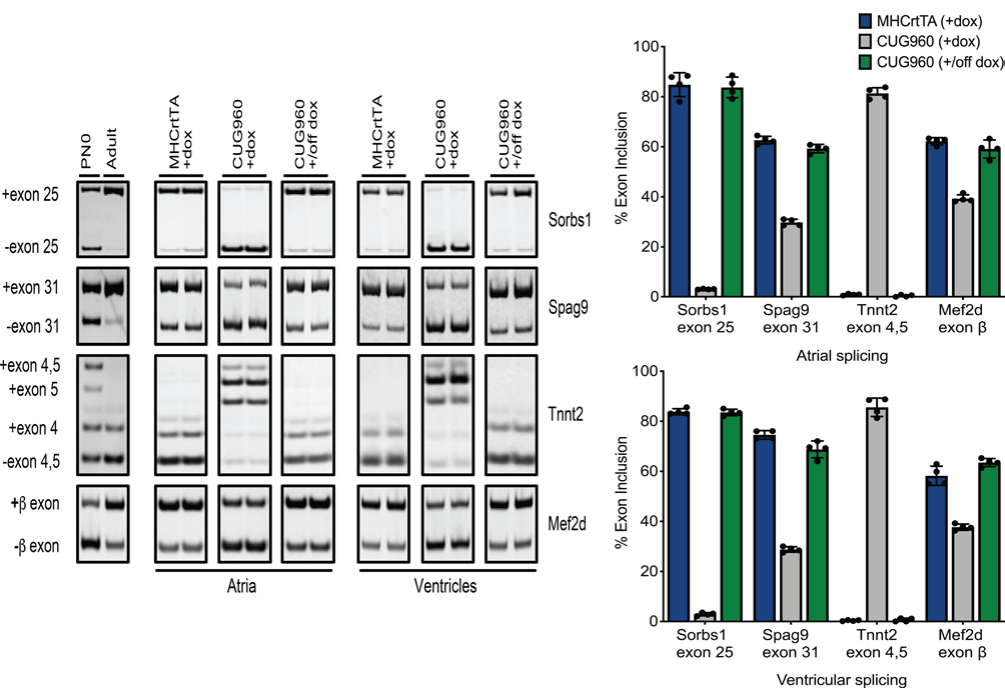
CUG960 mice exhibit strong and reversible DM1-associated splicing defects. Representative RT-PCRs with quantification showing strong reversion to fetal splicing patterns for *Sorbs1* exon 25, *Spag9* exon 31, *Tnnt2* exons 4 and 5, and the *Mef2d* β-exon in atria and ventricles of CUG960 +dox mice in comparison with MHCrtTA +dox controls. Splicing defects are completely rescued in CUG960 mice after dox withdrawal. *n* = 4 animals per group. Data represent the mean ± SD. DM1, myotonic dystrophy type 1; PN0, postnatal day 0 heart; Ad, adult heart ventricle; dox, doxycycline.

**Figure 6:**
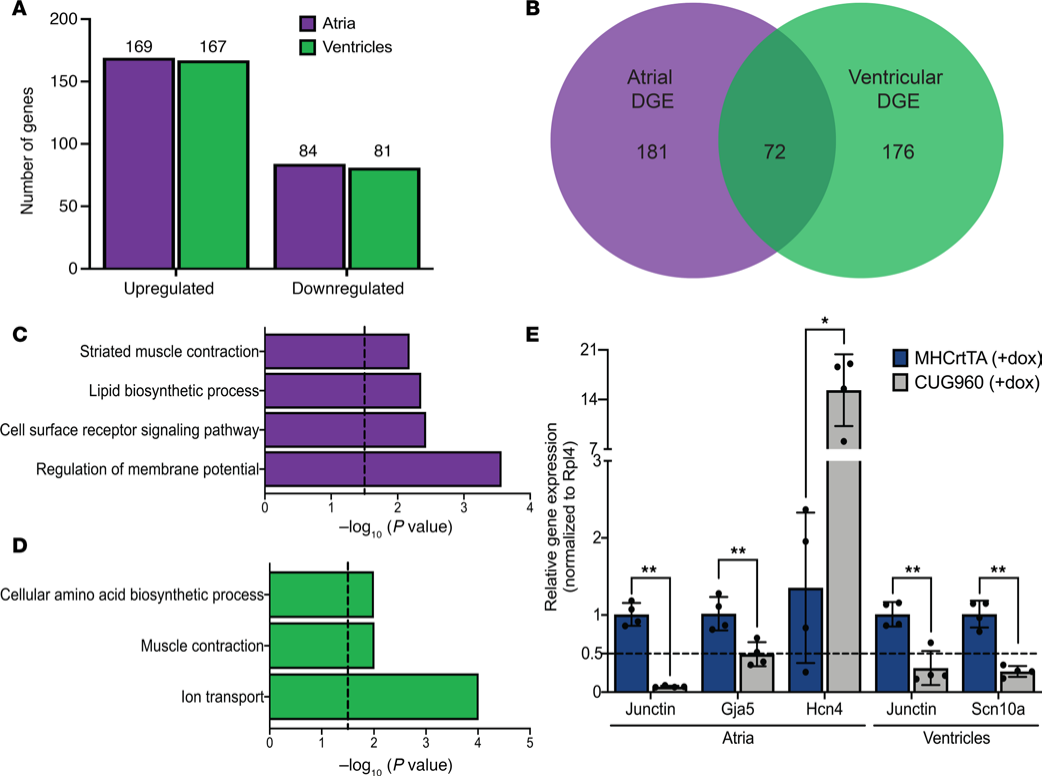
CUGexp RNA induced differential gene expression in atria and ventricles. (**A**) Number of upregulated/downregulated genes in atria and ventricles of CUG960 +dox mice. (**B**) Overlap observed between differentially expressed genes in atria and ventricles of CUG960 +dox mice. Genes showing differential gene expression changes in (**C**) atria and (**D**) ventricles in CUG960 +dox mice were evaluated for enrichment of gene ontology functional terms using DAVID platform. Cutoff > –log (*P* value) = 1.5. (**E**) RT-qPCR-based validation of candidate ion transport genes, *Hcn4*, *Gja5*, *Scn10a*, and *Junctin*, showing gene expression changes in atria and ventricles of CUG960 +dox mice in comparison with MHCrtTA +dox controls. *mRpl4* was used as an internal control for normalization. *n* = 4 animals per group. Data represent the mean ± SD and were analyzed using 2-tailed *t* test. *P < 0.05, **P < 0.01. CUGexp, expanded CUG repeat; dox, doxycycline.

**Figure 7:**
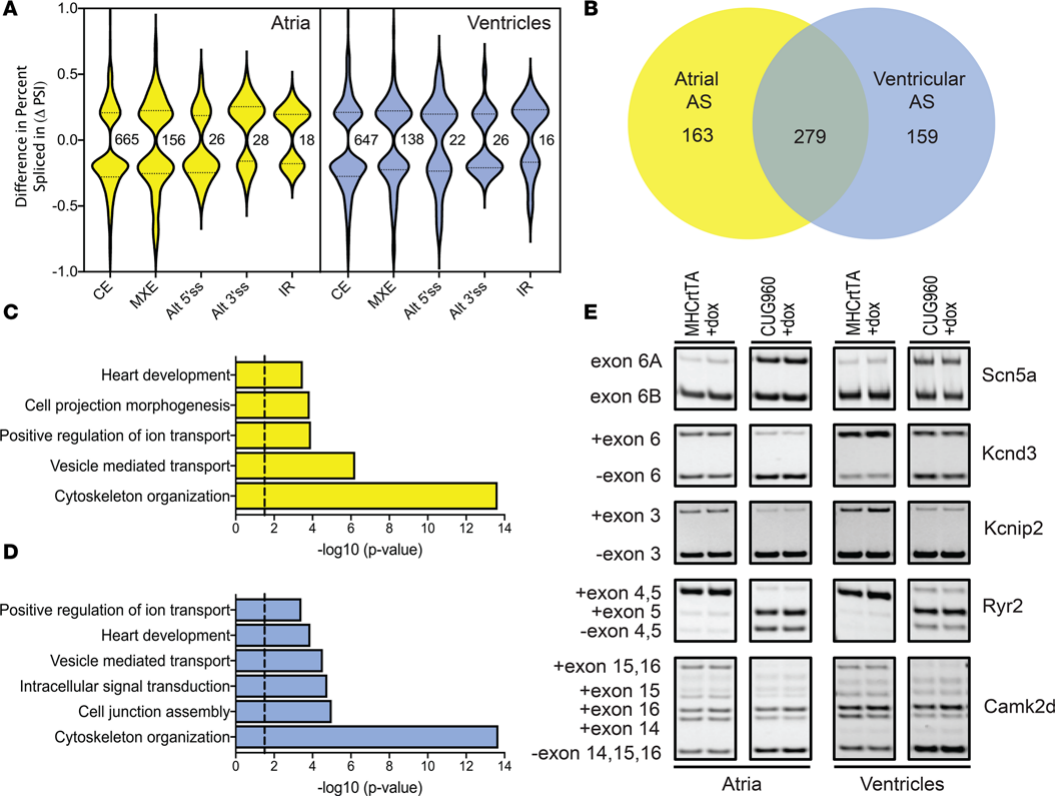
CUGexp RNA induced alternative splicing changes in atria and ventricles. (**A**) Violin plots depicting the distribution of splicing events based on ΔPSI and types of AS changes observed in atria and ventricles of CUG960 +dox mice. (**B**) Overlap observed between genes showing alternative splicing changes in atria and ventricles of CUG960 +dox mice. Genes showing differential alternative splicing changes in (**C**) atria and (**D**) ventricles in CUG960 +dox mice were evaluated for enrichment of gene ontology functional terms using DAVID platform. Cutoff > –log (*P* value) = 1.5. (**E**) Representative RT-PCRs showing alternative splicing changes for candidate ion transport genes, *Scn5a, Kcnd3, Kcnip2, Ryr2*, and *Camk2d*, in atria and ventricles of CUG960 +dox mice in comparison with MHCrtTA +dox controls. *n* = 2 animals per group. CUGexp, expanded CUG repeat; dox, doxycycline; CE, cassette exons; MXE, mutually exclusive exons; Alt 5′ss/Alt 3′ss, alternative 5′/alternative 3’ splice site; IR, intron retention.

**Figure 8:**
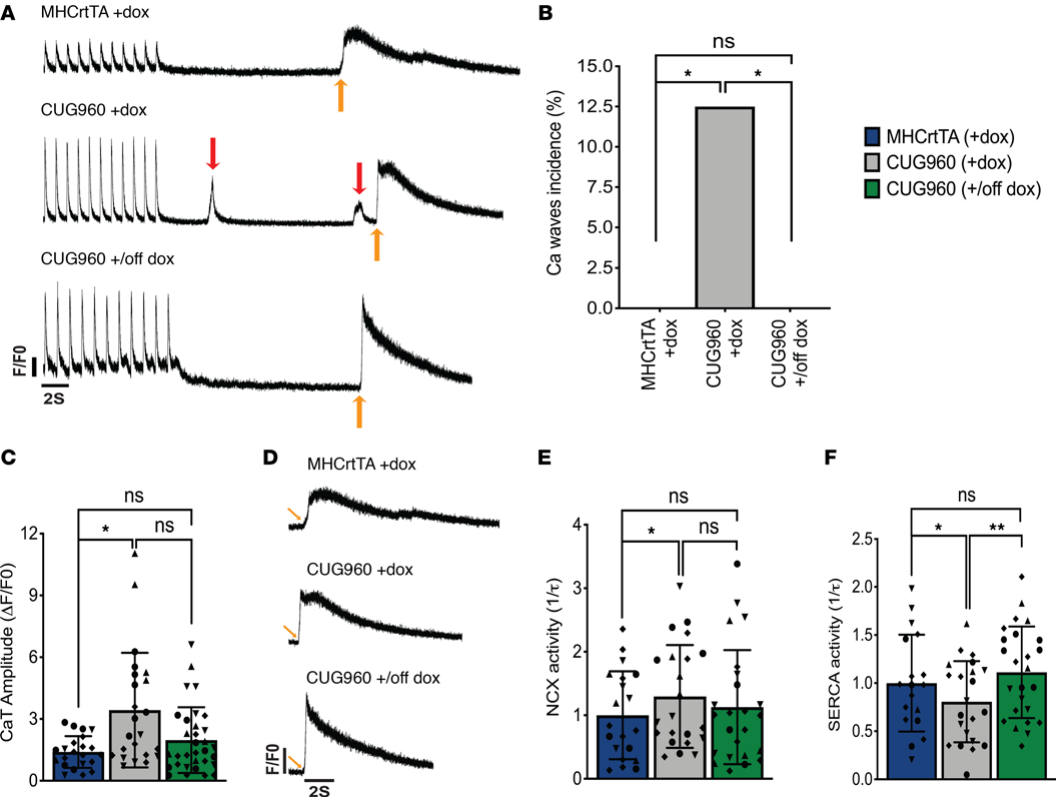
Ca^2+^ handling is altered in isolated atrial cardiomyocytes from CUG960 +dox mice. (**A**) Representative tracings of Ca^2+^ transient recordings during 1Hz pacing and after exposure to 10 mM caffeine, showing spontaneous Ca^2+^ waves in CUG960 +dox mice. Red arrows indicate calcium waves and yellow arrows indicate point of caffeine administration. Traces are drawn to scale with each other. Arbitrary units were used for F/F0. (**B**) Ca^2+^ waves incidence. (**C**) Ca^2+^ transient amplitude. (**D**) Zoomed-in representative caffeine-induced Ca^2+^ transient tracings. (**E**) NCX activity calculated from the decay of the caffeine-induced transient and (**F**) SERCA activity calculated as the difference between the decay of the pacing-induced transient and the caffeine-induced transient in CUG960 +dox mice in comparison with MHCrtTA +dox controls and CUG960 +/off dox mice. *n* = 4 animals per group and data points represent individual cardiomyocytes. Within each group, all cardiomyocytes from each mouse are depicted with distinct symbols. Data represent the mean ± SD. Ca^2+^ waves incidence was analyzed using Kruskal-Wallis 1-way ANOVA followed by Dunn’s test for multiple comparisons. All other data were analyzed using the Generalized Estimating Equation function in SPSS. *P < 0.05, **P < 0.01. CaT, Ca^2+^ transient; NCX, Na^+^/Ca^2+^ exchanger; SERCA, sarco/endoplasmic reticulum calcium ATPase; dox, doxycycline.

How the deposited data were processed for this re-analysis (not part of the article)

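The data were gene counts of 12 poly(A)-selected, stranded RNA-Seq libraries, from atria and ventricles of 3 CUG960 +dox mice and 3 MHCrtTA +dox controls after 10 weeks on 2 g/kg dox. The authors aligned paired-end reads to GRCm38, estimated the expected counts of each gene with RSEM, and deposited a single table of these counts, 1 column per library. The values are whole numbers (0 of them are not), are not scaled for library size and include no filter on low counts. The table has 51826 entries, of which 92 repeat a gene symbol, and these were kept apart. Symbols were matched to GENCODE M21, which is a later release than the annotation the authors counted on: 3743 symbols had no match and 104 had more than 1, and these have no coordinates or biotype here.

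Each tissue was analyzed on its own with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by TMM, and the groups were compared by the quasi-likelihood test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the genes tested. The threshold was an adjusted P value under 0.05 and a fold change of at least 1.5. CPM are normalized by the TMM library sizes, and standard errors of log2 fold changes are on the scale of the same fit. The shared genes were tested by a one-sided Fisher's exact test over the genes tested in both tissues. The interaction of tissue and genotype was tested over all 12 libraries in a single fit at an adjusted P value under 0.05, without a fold change limit. Exact two-sided permutation tests of 3 mice against 3 were computed on log2 CPM and cannot go under p = 0.1.

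Depth was between 116127966 and 160676189 counts per library. Replicates differed by far more than counting noise, so for genes well above 1 CPM the number of mice limits precision more than depth does. Genes with all controls at or under 3 counts are given only as lower bounds, computed against 3 counts.

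Atria and ventricles carry the same mouse numbers, so the mouse pairs the libraries of the tissues but not of the genotypes. After the group means were subtracted, libraries of the same mouse correlated across genes at r between 0.030 and 0.135 and libraries of different mice at r between −0.141 and 0.054. The mouse was used as a block in an alternative fit of the interaction.

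The comparisons, thresholds, gene lists and alternatives were fixed before the data were examined, except where an alternative is said to have been added. There were 17 gene lists, written from general knowledge of gene function. The lists of ion channels, pumps and exchangers, of voltage-gated channels, of muscle contraction and of amino acid biosynthesis were tested for over-representation by one-sided Fisher's exact tests. These 4 lists and those of calcium handling, the integrated stress response and the hypertrophy and fetal program were also tested as sets by camera of limma 3.58.1, with a preset correlation of 0.01 on log2 CPM with a prior count of 2, and by fry and by camera with an estimated correlation as alternatives. The other 10 lists hold marker genes of sinoatrial node cells, fibroblasts, endothelial cells, macrophages and other leukocytes, adipocytes, neurons and Schwann cells, erythroid cells, skeletal muscle, ventricular cardiomyocytes and atrial cardiomyocytes, and were tested the same way as a separate family.

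Named genes were chosen by rule. Some genes that the rule chose are not reported here. The rule took the genes the paper names, Dmpk, Mbnl1, Mbnl2, Celf1, Myh6 and Rpl4, Xist and 4 Y-linked genes, genes of the lists past the threshold in at least 1 tissue, the 5 genes with the largest change per tissue and direction, and the 5 genes with the smallest P value of the interaction. The last 2 groups were limited to genes with a mean of at least 1 CPM, and the largest changes also to genes whose groups did not overlap. The genes mt-Co1, Myl7, Sln, Rpl21, Cacna2d2 and Ppp1r42 are outside this rule and were named after their values were seen.

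The steps were tested on simulated data, in which 200 genes were changed in libraries with no other difference between groups. The size of the changes, the level of the changed genes and the spread between replicates were set by the simulation. The shares below hold for those settings alone. They do not measure how many real changes were found or missed in the deposited libraries, or how many calls there are false. In atria, edgeR recovered 184 of the 200 genes (92%) and called 5 unchanged genes among 17643, and DESeq2 recovered 187 (93.5%) and called 13. In ventricles, edgeR recovered 192 (96%) and called 13 among 16948, and DESeq2 recovered 194 (97%) and called 23. For the interaction, edgeR recovered 198 (99%) and called 0 among 18239, and with the mouse as a block it recovered 200 (100%) and called 10.

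The alternatives were DESeq2 1.42.0 (the paper names DESeq2, in another version), RLE size factors, upper quartile normalization, no filter on low counts, at least 10 counts in every library, all 12 libraries in a single fit, a log2 fold change of at least 1.5, no fold change limit, the mouse as a block, and leaving out each mouse in turn. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and sequence copies were aligned with Biopython 1.88. Splicing, gene ontology terms of DAVID, transcript isoforms, read mapping rates and spike-in controls were left out, since the deposited table gives counts per gene and no reads.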

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

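The tests of atrial tissue in ventricular samples, of Bmp10, of Nppa and Mybphl, of neural tissue and of the transgene near 3110035E14Rik, of Rpl21 reads and of identical copies were chosen only after the results they concern had been seen.

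The change in CUG960 +dox mice differed between atria and ventricles for 253 genes by the interaction test of edgeR with Benjamini-Hochberg adjustment. Of these, 148 had log2 fold changes of opposite sign in the tissues, and 185 were differentially expressed in at least 1 tissue. The signs were counted whatever the size of the change, as for Bmp10 (0.029 in atria and −4.06 in ventricles). Only 9 of all genes tested in both tissues were differentially expressed in both with opposite directions. With the mouse as a block, 214 of the 253 genes remained past the threshold and 120 other genes came past it. Of the 10 splits of the 6 mice into 3 and 3, made the same way in both tissues, 1 gave as many genes, which was the real one, and each of the other 9 gave at most 1 gene. With 10 splits the share cannot go under 0.1, so the splits alone cannot exclude an accidental grouping of the mice, which stays open for these genes. A biological difference between atria and ventricles stays open as well and was not tested further.

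For 24 named genes, the difference was past the threshold, given here as the log2 fold change in ventricles less that in atria. It was 2.41 for Plekha7, −1.65 for Whrn, 1.98 for Fam65b, 1.34 for Efnb3 and −1.99 for Rp1, with adjusted P values from 3.2e-05 to 3.2e-04. It was 3.91 for Cubn, −1.67 for Capn3, 2.12 for Kcna4, −4.10 for Bmp10, −2.81 for 2310039L15Rik, −1.92 for Scn10a, 1.41 for Aass, −1.67 for Kcnv2, −2.51 for Kcna1 and −0.89 for Ces1d, with adjusted P values from 0.0018 to 0.0099. It was −0.73 for Mtr, 3.15 for Stmnd1, 1.17 for Lgals3, −0.66 for Coq8a, 1.33 for Rimkla, −1.85 for Tagln, 1.98 for Klhl34, 0.61 for Enah and 1.72 for Nppa, with adjusted P values from 0.016 to 0.049. In 13 of the 24 genes the adjusted P value stayed under 0.05 in each fit without 1 mouse. Kcna1 passed 0.05 in 1 fit, without V120 (0.056), and Ces1d in 3, to at most 0.062 without V333. Lgals3 passed it in all 6 fits, to at most 0.15 without V119. Coq8a, Enah, Klhl34, Mtr, Rimkla and Stmnd1 passed it in 5 fits, with maxima of 0.22 without V333, 0.10 without V120, 0.18 without V333, 0.10 without V120, 0.24 without V333 and 0.22 without V120. Nppa and Tagln passed it in 4 fits, with maxima of 0.24 without V333 and 0.17 without V119. Nppa also passed it with RLE size factors (0.0503).

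Atrial tissue in the ventricular samples was weighed as a technical source of such differences. From Myl7, the largest atrial share of a ventricular library was 1.46%, in V123. For that share to give a fold change of 1.5, a gene would need 34.4 times the level in atria that it has in ventricles, and 774 of the 804 differentially expressed genes of ventricles were under that ratio. This argues against atrial tissue for those genes and leaves it open for the other 30 genes, 23 of them upregulated. Less atrial tissue in the CUG960 ventricular samples remains a candidate explanation for Bmp10. In 2 of the 3 CUG960 libraries, those of V119 and V120, Myl7 (28 and 42 counts) and Sln (31 and 47 counts) were under every control, where Myl7 had at least 524 counts and at most 2166. In V123 Myl7 had 6995 counts while Bmp10 had 26, against at least 252 and at most 420 in controls, which goes against it, but a single library does not decide. The 2 cannot be told apart, because atrial content and Bmp10 vary together in the other 2 mice. More atrial tissue in the CUG960 ventricular samples stays open for Nppa and Mybphl. CPM in this comparison were not scaled by TMM. Myl7 was under every control in 2 libraries. Of these, V120 had Nppa more than 2 SD above the mean of the controls (203 CPM). In V119 Nppa (78.6 CPM) was little above the highest control (72.7 CPM). Of the 2 libraries, Mybphl was above every control in V120 alone. These explanations cannot be told apart either, because a single library does not decide.

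A signal that the main text of the paper does not report was found for 8 genes. The paper's supplement was not examined. 3110035E14Rik had a log2 fold change of 7.50 in atria, the same in direction and close in size in ventricles. More neural tissue in the CUG960 samples was weighed, since the gene name Vxn belongs to a neural gene. The neuron and Schwann cell markers had median log2 fold changes of −0.56 in ventricles and −0.07 in atria, and the highest of any of them in either tissue was 0.83, far under that of 3110035E14Rik, which argues against it. The transgene near this gene is a candidate explanation that the table cannot settle, since the site of insertion cannot be read from counts. Of 14 other genes tested within 1 Mb, 1 was differentially expressed, Ppp1r42, with a log2 fold change of −1.98 in ventricles (adjusted P value 0.014). This gene was named after its values were seen. An effect of the repeat RNA and an effect of the insertion on this locus cannot be told apart, because each CUG960 +dox mouse carries both.

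Gm10163 had a log2 fold change of 6.66 in atria. Reads of Rpl21 counted on Gm10163 in the CUG960 libraries alone are a candidate explanation, since the sequences are nearly identical. In ventricles Gm10163 rose by 53.4 CPM while Rpl21 was lower by a mean of 36.6 CPM, and the sum of both rose by 16.8 CPM with an SD between mice of 31.6 CPM. In atria Gm10163 rose by 74.4 CPM, Rpl21 was lower by a mean of 28.7 CPM, and the sum rose by 45.8 CPM with an SD of 42.2 CPM. The spread of Rpl21 is too wide to tell a shift of reads from expression of the pseudogene, so these cannot be told apart. Gm10240 and Gm13370 had 2.87 CPM each in atria of CUG960 +dox mice and 0 in atria of controls. The 2 genes had the same count in all 12 libraries, which is what reads of 1 locus split between identical copies would give, so which copy is expressed may not be known from these counts.

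2310039L15Rik had a log2 fold change of 4.04 in atria, and in ventricles Pld6 had 4.25, Rimkla 4.04 and Cubn 3.76. No explanation beyond the genotype was tested for them one by one.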

How the results depend on the processing

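The alternatives that combine DESeq2 with a log2 fold change limit were chosen only after the results were seen. All others were planned. Causes of the changes listed here were not tested, except where an alternative tests fewer mice or sets another limit by construction.

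The fold change limit changed the numbers of genes most. With a log2 fold change of at least 1.5, there were 216 differentially expressed genes in atria, 199 in ventricles and 60 in both. With no fold change limit there were 2573, 1680 and 820. With DESeq2 and a log2 fold change of at least 1.5 there were 183, 198 and 52, and with no filter on low counts as well 205, 196 and 55. DESeq2, RLE size factors, upper quartile normalization, either filter on low counts and a single fit of all 12 libraries left these 3 numbers within a factor of 1.5. In atria between 866 and 965 of the 969 genes remained under these alternatives, and in ventricles between 731 and 803 of the 804. The 6 fits without 1 mouse kept between 616 and 743 of the atrial genes and between 488 and 590 of the ventricular genes, with 3 mice against 2. The number of genes with a tissue difference was 660 with DESeq2 and from 74 to 131 across the 6 fits without 1 mouse.

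The muscle contraction list had an adjusted P value of 2.4e-05 in atria with no fold change limit, where the ion channel list had 0.087 in ventricles. Across the 6 fits without 1 mouse, the adjusted P value of the muscle contraction list went from 0.0063 to 0.11 in atria and from 2.5e-05 to 0.072 in ventricles, that of the amino acid list in atria from 0.039 to 0.41, and that of the voltage-gated list in ventricles from 0.012 to 0.12. The other 4 list results stayed on their side of the threshold in these fits. The number of gene lists past the threshold as sets was 1 by camera with a preset correlation, 0 by fry and 0 by camera with an estimated correlation.

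The correlation between replicates moved by more than its SD under each alternative, in the order CUG960 and MHCrtTA atria, then CUG960 and MHCrtTA ventricles. It was 0.9952, 0.9946, 0.9958 and 0.9958 over genes with at least 10 counts in every library, 0.9968, 0.9964, 0.9967 and 0.9966 with log2(CPM + 0.1), and 0.9697, 0.9673, 0.9650 and 0.9648 as Spearman's rho. These alternatives change the genes or their weights by construction.

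In 7 cases a named gene changed direction in a fit without 1 mouse, all with an adjusted P value above 0.05 in the full comparison. The log2 fold change ranged from −0.074 to 0.025 for Camk2d, from −0.083 to 0.026 for Mbnl1, from −0.037 to 0.014 for Mef2d, from −0.026 to 0.065 for Rpl4, from −0.056 to 0.14 for Slc8a1 and from −0.20 to 0.019 for Tnnt2 in atria, and from −0.016 to 0.092 for Mef2d in ventricles.

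For single named genes, calls on the adjusted P value were compared between the full comparison and each alternative. DESeq2 changed 11 calls and left 150 the same, and all 11 moved to past the threshold. A single fit of all 12 libraries changed 8 of 129, with 4 lost and 4 gained, and at least 10 counts in every library changed 4 of 151. RLE size factors changed 2 of 162 and upper quartile normalization 2 of 129. Of 972 calls in fits without 1 mouse, 109 were lost, 6 were gained and 13 changed direction. The mouse as a block changed 7 of 33 calls, all of them tissue differences that passed the threshold, and changed no other named call. The alternative of counts that are not rounded was not run, since 0 deposited values are not whole.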

Differences from the paper's values

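None of the tests behind these values was chosen after the result was seen, except for the alternatives that combine DESeq2 with a log2 fold change of at least 1.5, which were chosen after seeing the values.

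For atria, the paper reports 253 differentially expressed genes, 169 upregulated and 84 downregulated, and 969, 594 and 375 were found here. For ventricles, the paper reports 248 genes, 167 upregulated and 81 downregulated, and 804, 507 and 297 were found here. The shared genes number about 72 in Fig. 6B, read by eye, and 312 here. Of the alternatives set before the data were examined, a log2 fold change of at least 1.5, which the paper's methods state, gave 216 genes in atria (159 and 57), 199 in ventricles (134 and 65) and 60 shared genes, each within a factor of 1.5 of the paper's numbers. DESeq2, RLE size factors, upper quartile normalization, either filter on low counts, a single fit of all 12 libraries, no fold change limit and each fit without 1 mouse left every one of these numbers further than a factor of 1.5 from the paper's. DESeq2 with a log2 fold change of at least 1.5 and no filter on low counts, chosen after seeing the values, gave 205 genes in atria (141 and 64), 196 in ventricles (124 and 72) and 55 shared genes, also within that factor. With the filter kept, which was chosen after seeing the values too, the numbers were 183 (128 and 55), 198 (126 and 72) and 52, where the 55 downregulated genes in atria were outside it.

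For Hcn4 in atria, CUG960 +dox mice were at about 11 times the control level in Fig. 6E, read by eye, and at 5.86 times here. The figure shows RT-qPCR. Without V327 the ratio was 7.52, within a factor of 1.5 of the figure, and none of the other alternatives set before the data were examined closed the gap.

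For Junctin, the level in CUG960 +dox mice was about 0.07 of the control level in atria and about 0.3 in ventricles in Fig. 6E, read by eye, and the ratio of Asph, summed over all its transcripts, was 1.13 in atria and 1.36 in ventricles here. None of the alternatives set before the data were examined closed the gap in either tissue. The paper states that Junctin decreased in both tissues, and Asph as a gene was higher in both. The deposited counts do not separate the Junctin transcripts.

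The paper states that the lists of atria and ventricles overlapped less than its limit of 30%. The shared part was 32.2% of the atrial list, 38.8% of the ventricular list and 21.4% of the genes in either list here, and the paper does not state which of these its limit is about. In atria it was under 30% with a log2 fold change of at least 1.5 (27.8%) and without V327 (26.8%), V123 (29.1%) or V120 (29.8%). In ventricles it was under 30% only with the alternatives chosen after seeing the values, DESeq2 with a log2 fold change of at least 1.5 (26.3%) and the same with no filter on low counts (28.1%), which gave 28.4% and 26.8% in atria.

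The paper names muscle contraction among the functions enriched in both tissues. The muscle contraction list had an adjusted P value of 0.080 in atria here, and passed the threshold with no fold change limit (2.4e-05) and without V123 (0.0063), V119 (0.037) or V333 (0.049). The paper names Necap2 for atria, and Necap2 was upregulated in ventricles as well, with a log2 fold change of 2.04.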

Other observations

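The tests of a chromosomal segment, of CTG runs, of fat tissue, of atrial cardiomyocytes, of the share of cardiomyocyte RNA, of mitochondrial transcripts, of swapped labels and of a wrong label were chosen only after the result was seen. The tests of splits, sinoatrial node tissue, transgene reads, GC content and length, and library size were set beforehand.

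Of the 10 splits of the 6 mice into 3 and 3, 1 gave 969 or more differentially expressed genes in atria, 1 gave 804 or more in ventricles and 1 gave 312 or more in both, the real split each time. The other 9 splits gave 0 genes in atria, at most 1 in ventricles and 0 in both. As 10 splits cannot give a share under 0.1, the splits alone cannot exclude an accidental grouping. Over all genes tested, the groups did not overlap for 35.7% in atria and 31.1% in ventricles, against 10% by chance. This and the adjusted P values argue against an accidental grouping for the genes as a set, although genes are not independent. Labels of some of the mice swapped between the genotypes were argued against. The split that undid such a swap would give more genes than the labelled one, and the highest number of the other 9 in ventricles was 1. An exchange of the labels of all mice leaves the split the same, so the splits cannot test it. A wrong genotype label on a single library was argued against, since the lowest Pearson's r within a genotype, 0.997, was above the highest between genotypes, 0.996.

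Technical sources of the differentially expressed genes were tested as a whole. With each library's trend over GC content and transcript length removed, 875 of the 969 atrial and 782 of the 804 ventricular genes stayed. GC content and length were known for 97.1% of these atrial and 97.0% of these ventricular genes. Genes without these values were not corrected, and some of the 782 are among them. With all 6 libraries of a tissue thinned to the smallest total, 916 and 776 stayed, which argues against library size, in which the genotypes did not overlap. Each of these argues against its source for most genes and leaves it open for those that were lost. Bias by GC content and length also stays open for the genes without these values. The share of mitochondrial transcripts and their nuclear copies differed between libraries by enough to give the other genes a fold change of at most 1.02 in atria and 1.11 in ventricles, which argues against counts taken by them.

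Hcn4 in atria was weighed against more sinoatrial node tissue in the CUG960 atrial samples. Of 12 other node markers, 9 were lower, with a median log2 fold change of −0.17, which decides nothing, since the markers went both ways. By adjusted P value, 2 markers were lower and 3 were higher, namely Vsnl1 (1.47), Rgs6 (0.69) and Cacna2d2 (0.47), of which Vsnl1 passed 0.05 in a single fit of all 12 libraries (0.098). More node tissue and a change of Hcn4 in other cells cannot be told apart, because the markers disagree. Gja5 in atria was weighed against fewer atrial cardiomyocytes or more of another tissue. The log2 fold changes of the 11 other atrial cardiomyocyte markers ranged from −0.42 to 0.21, against −1.51 for Gja5, which argues against it. A change of Gja5 in cells present in both groups stays open, a hypothesis that the counts alone do not test.

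The transgene holds human DMPK sequence, and its reads counted on mouse Dmpk would raise that gene. Dmpk had a log2 fold change of 0.22 in ventricles (adjusted P value 0.20) and 0.10 in atria (adjusted P value 0.32), which argues against a large share of such reads. Reads of the repeat counted on mouse genes with CTG runs were weighed for the excess of upregulated genes. Of 37 genes with runs of at least 8 units tested in ventricles, 1 was upregulated, against 2.98% of the other genes (one-sided Fisher's exact test, p = 0.676), and in atria 0 of 38 were, against 3.32% (p = 1), which argues against it. A chromosomal segment of other parental origin around the transgene was weighed for the shared genes. Of 302 shared genes with a position, 83 lay within 1 Mb of another, against a median of 108 in 10000 random draws (one-sided permutation p = 0.993). This argues against such a segment as the source of most shared genes. A count over the whole genome cannot exclude a segment that holds a few of them.

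The other genes set for naming were the regulators Mbnl1, Mbnl2 and Celf1 and the reference genes Myh6 and Rpl4. Mbnl1 had log2 fold changes of −0.03 in atria and 0.09 in ventricles, Mbnl2 of 0.10 and 0.14, and Rpl4 of 0.02 and 0.05, with adjusted P values of at least 0.37. The directions of Mbnl1 and Rpl4 in atria changed when 1 mouse was left out. Celf1 had log2 fold changes of 0.16 (adjusted P value 0.17) and 0.26 (adjusted P value 0.0497), and the latter passed 0.05 with RLE size factors (0.0505), with upper quartile normalization (0.0501) and in each of the 6 fits without 1 mouse, to at most 0.15. Myh6 had log2 fold changes of 0.22 in atria (adjusted P value 0.039) and 0.25 in ventricles (adjusted P value 0.13). In atria it passed 0.05 over genes with at least 10 counts in every library (0.059) and reached at most 0.16 in fits without 1 mouse.

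As a set tested for a common direction, 1 of 7 lists shifted in 1 of 2 tissues by camera with a preset correlation, the hypertrophy and fetal program in atria, with 2 of 20 genes higher and a median log2 fold change of −0.56 on limma's scale (adjusted P value 5.0e-04 over 14 tests). It did not hold under fry (0.051) or an estimated correlation (0.84), by which 0 lists shifted. By unadjusted P value, 2 of the 14 tests were under 0.05 by camera with a preset correlation, 4 by fry and 0 with an estimated correlation. Its adjusted P value stayed between 1.4e-05 and 0.0070 with each mouse left out. In ventricles the list had an adjusted P value of 0.96. The ion channel, voltage-gated, muscle contraction and amino acid lists had adjusted P values of 0.72, 0.53, 0.34 and 0.70 in atria and 0.72, 0.70, 0.70 and 0.70 in ventricles, and the integrated stress response had 0.72 and 0.70. Calcium handling in ventricles had 0.79. Of the 7 list genes of the hypertrophy and fetal program that were differentially expressed in atria, all were downregulated, namely Mybpc2 (−2.01), Lgals3 (−1.20), Xirp2 (−0.99), Fhl1 (−0.89), Postn (−0.73), Rcan1 (−0.67) and Enah (−0.63), and with P values adjusted over the list alone there were 8. In ventricles, 6 genes were differentially expressed, Ankrd2 (1.71), Nppa (1.30), Ankrd1 (1.16) and Uchl1 (0.83) upward and Mybpc2 (−2.24) and Ces1d (−0.90) downward, and 8 with P values adjusted over the list alone. Fhl1 passed an adjusted P value of 0.05 without V119 (0.059), Rcan1 passed it without V119 (0.11), V120 (0.075) and V123 (0.086), and Nppa and Ankrd2 passed it in 4 of the 6 fits without 1 mouse, Ankrd2 to at most 0.069 without V120. Nppa in ventricles had 0.10 without V327 and V120, 0.090 without V333 and 0.063 without V123.

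Of the muscle contraction genes, 4 were differentially expressed in both tissues. Mybpc2 and Ckmt2 (−1.52 and −1.39) decreased, Tagln rose in atria (1.21) and fell in ventricles (−0.63), and Myh8 rose in atria (2.17) and in ventricles was at least 9.85-fold higher than in controls, which had at most 3 counts. Tagln passed an adjusted P value of 0.05 in 4 of the 6 fits without 1 mouse in each tissue, to at most 0.11 in atria and 0.14 in ventricles, and in a single fit of all 12 libraries in ventricles (0.165). Of the amino acid biosynthesis genes, Shmt1 (2.14 and 2.53) and Aass (1.07 and 2.48) rose in both tissues. The 17 lists were not free of overlap: of the 218 ion channels, pumps and exchangers, 89 are in another list and 9 are named by the paper, as are 5 of the 76 voltage-gated channels, of the 83 muscle contraction genes and of the 45 calcium handling genes. Of the 32 amino acid genes and of the 30 integrated stress response genes 9 each are in another list, and of the 20 hypertrophy and fetal program genes 7 are. Of the marker lists, 8 of the 10 skeletal muscle genes, 6 of the 12 atrial and 4 of the 8 ventricular cardiomyocyte genes, 2 of the 13 sinoatrial node genes and 1 gene each of the fibroblast, neuron and Schwann cell, and erythroid lists are in another list, and Gja5 is named by the paper. Of the 30 integrated stress response genes 29 were tested in each tissue, and of the 32 amino acid genes 29 in atria and 30 in ventricles.

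Marker lists of cell types were tested as a family of 20, by camera with a preset correlation, and medians are on limma's log2 scale. In ventricles, endothelial markers (12 genes, median −0.41, adjusted P value 1.3e-05), adipocyte markers (9 genes, −1.90, 1.3e-05) and neuron and Schwann cell markers (9 genes, −0.56, 0.0098) were lower. In atria, fibroblast markers (12 genes, −0.34, 1.2e-04), endothelial markers (12 genes, −0.33, 0.0018) and skeletal muscle markers (6 genes, −0.81, 0.0060) were lower. Under fry, the ventricular ones (0.013, 0.041 and 0.022), the fibroblast (0.026) and the skeletal muscle markers (0.026) held, the endothelial markers in atria did not (0.064), and markers of ventricular cardiomyocytes (0.026) and atrial cardiomyocytes (0.037) in atria were called too. None held under an estimated correlation, where the smallest adjusted P value was 0.39 and the smallest unadjusted one 0.019, the only 1 of the 20 under 0.05. The skeletal muscle markers passed 0.05 in 5 of the 6 fits without 1 mouse, to 0.28 without V334. The other adjusted P values by camera in atria were 0.63 for sinoatrial node cells, 0.33 for macrophages and other leukocytes, 0.12 for adipocytes, 0.29 for neurons and Schwann cells, 0.12 for erythroid cells, 0.12 for ventricular and 0.41 for atrial cardiomyocytes. In ventricles they were 0.70 for sinoatrial node cells, 0.79 for fibroblasts, 0.12 for macrophages and other leukocytes, 0.081 for erythroid cells, 0.32 for skeletal muscle, 0.12 for ventricular and 0.63 for atrial cardiomyocytes.

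Less fat tissue on the CUG960 ventricular samples is a candidate explanation for the adipocyte genes. All 9 of the adipocyte genes tested were lower, with log2 fold changes from −2.19 to −0.45, among them Cfd (−1.92), Plin1 (−1.86) and Pck1 (−2.19). Plin1 passed an adjusted P value of 0.05 in a single fit of all 12 libraries (0.058). Less fat tissue and a change inside fat cells cannot be told apart, because the genes that could test it are those that showed the pattern. For the endothelial genes, a larger share of cardiomyocyte RNA in the CUG960 samples would lower fibroblast markers alike. The fibroblast markers had a median log2 fold change of 0.0055 in ventricles, against −0.41 for the endothelial markers. A two-sided permutation test between the markers of the lists gave p = 7e-05. That test compares genes, which are not independent, and does not measure the spread between mice. The medians go against a larger share of cardiomyocyte RNA in ventricles, while a change in endothelial cells themselves stays open. In atria the fibroblast markers were lower too, with a median of −0.34 against −0.33 for the endothelial markers. A larger share of cardiomyocyte RNA therefore stays open in atria. The deposited values are from whole tissue and do not assign a transcript to a cell type.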
